# Pax3 loss of function delays tumour progression in kRAS-induced zebrafish rhabdomyosarcoma models

**DOI:** 10.1038/s41598-022-21525-5

**Published:** 2022-10-13

**Authors:** A. Kahsay, E. Rodriguez-Marquez, A. López-Pérez, A. Hörnblad, J. von Hofsten

**Keywords:** Cancer, Cell biology, Genetics

## Abstract

Rhabdomyosarcoma is a soft tissue cancer that arises in skeletal muscle due to mutations in myogenic progenitors that lead to ineffective differentiation and malignant transformation. The transcription factors Pax3 and Pax7 and their downstream target genes are tightly linked with the fusion positive alveolar subtype, whereas the RAS pathway is usually involved in the embryonal, fusion negative variant. Here, we analyse the role of Pax3 in a fusion negative context, by linking alterations in gene expression in *pax3a/pax3b* double mutant zebrafish with tumour progression in kRAS-induced rhabdomyosarcoma tumours. Several genes in the RAS/MAPK signalling pathway were significantly down-regulated in *pax3a/pax3b* double mutant zebrafish. Progression of rhabdomyosarcoma tumours was also delayed in the *pax3a/pax3b* double mutant zebrafish indicating that Pax3 transcription factors have an unappreciated role in mediating malignancy in fusion negative rhabdomyosarcoma.

## Introduction

Rhabdomyosarcoma (RMS) is a rare soft tissue sarcoma with molecular and histological features that resemble undifferentiated skeletal muscle^1^. Based on histological features, RMS tumours can be classified into two major subtypes, embryonal RMS (ERMS) and alveolar RMS (ARMS)^2,3^. ERMS is associated with a variety of mutational events, typically involving components in the Rat sarcoma virus (RAS) pathway^4^, whereas ARMS is characterized by chromosomal translocation resulting in PAX3-FOXO1 or PAX7-FOXO1 fusion proteins, which in humans has led to the replacement of histological annotations ERMS and ARMS with ‘Fusion negative’ and ‘Fusion positive’ RMS^5^. RMS tumours are generally caused by a genetic perturbation associated with muscle progenitor cell proliferation versus cell differentiation. Dysregulation of RAS and its downstream signalling cascade, RAF-MEK-ERK, alters cell cycle progression^6^, transcription of myogenic regulatory factors and ultimately influences myogenic differentiation^7–9^.

During early development, skeletal muscle progenitors are formed from cells within the axial mesoderm. Myogenesis is regulated by myogenic regulatory factors, such as myogenin, MyoD, Myf5, and MRF4^9^. The paired homeobox transcription factors (Pax3 and Pax7) and sine oculis related homeobox (Six1 and Six4) are also important for early lineage specification^10^. Pax3 plays a critical role in cell proliferation, differentiation, and migration during embryonic development of cells^11^, whereas Pax7 is mainly involved in progression of muscle regeneration via muscle stem cells^11^. Myogenic factors regulate normal myogenesis and regenerative processes, but they may also play a role in pathogenic myogenic differentiation, as dysregulation may lead to the development of RMS^12^. In fusion positive RMS, the DNA binding domains of either PAX3 or PAX7 are usually translocated to form a chimeric fusion with the transactive domain of FOXO1, which leads to altered expression of the PAX3/PAX7 downstream targets^13–15^. Less is known on the possible roles of the PAX3/PAX7 genes in fusion negative RMS. Regardless of fusion status, altered levels of transcription factors that regulate the myogenic process are characteristics for RMS cells^16–19^.

Several studies to date have discovered distinct activities of these myogenic transcription factors in the context of normal muscle development and RMS^9–12,20^. However, it remains less clear what factors cause these myogenic regulatory factors to depart from their canonical roles as drivers of muscle differentiation to instead maintain RMS cells as less differentiated muscle progenitors. The gene coding for the transcription factor SIX1, co-expressed with *PAX3* and *PAX7* in myogenic precursors, is highly expressed in human RMS tumours and has been reported to be a regulator of metastasis in mice models for RMS^21^. Being an important developmental factor, the expression of *pax3* gradually decreases as the tissue differentiates. The molecular mechanism of loss of function of *pax3* in RMS formation and progression is not yet clear. However, re-expression of *pax3* in differentiated adult tissues, that require Pax3 function during embryonic development, leads to tumour formation^22,23^.

The zebrafish has emerged as an efficient model for studying molecular and genetic aspects of cancer^24^, including RMS, and several studies have shown similarities between human fusion negative RMS and zebrafish RMS (zRMS)^25^. However, as a consequence of an ancestral genome duplication event in the evolution of teleost fish, the zebrafish genome harbours two separate *pax3* genes, *pax3a* and *pax3b*^26,27^ .The zebrafish *pax3* genes have over-lapping expression patterns and their functions have been shown to be partially redundant during development^28,29^. In zebrafish, fusion negative RMS can be induced by overactivation of the RAS pathway and has been shown to mimic human fusion negative RMS. Similarly, a human PAX3/FOXO1 fusion construct drives fusion positive RMS formation in zebrafish^30^. Given these similarities to human disease, and the lack of knowledge regarding the role of Pax3 in fusion negative RMS, we performed transcriptome analysis of *pax3a/pax3b* double mutant embryos to characterize the downstream targets and possible effectors of Pax3 transcriptional regulation. We also investigated the onset and progression of induced zRMS in *pax3a/pax3b* single and double mutants. This study demonstrates that progression of tumour is delayed in *pax3a*/*pax3b* mutant embryos, and that several genes in the RAS/MAPK signalling pathway are down-regulated in the mutants, linking Pax3 transcriptional regulation to one of the main mediators of malignancy in zRMS. This points to a yet unappreciated role of Pax3 also in fusion negative RMS.

## Materials and methods

### Zebrafish maintenance

All experiments were performed in compliance with national and institutional laws and guidelines and the study is reported in accordance with ARRIVE guidelines. Zebrafish (Danio rerio) used in this study were maintained in compliance with the standard procedures at the Umeå University Zebrafish Facility. All animal experiments were approved by the Regional Ethics Committee at the Court of Appeal of Northern Norrland, Dnr A 6 2020.

### Micro-injection

The *rag2-kRASG12D* plasmid (gift from the Langenau lab, Harvard Medical School, USA) was linearized with *XhoI* (New England Biolabs, MA, USA) as described previously^25^ and purified with NucleoSpin Gel and PCR clean-up mini kit for gel extraction and PCR clean up (Macherey–Nagel GmbH & Co.KG, Germany). 30 ng/µl of the linearized DNA was injected into the 1-cell stage of transgenic *TgBAC(pax3a:EGFP)*^*i150*^^31^ zebrafish crossed with the *pax3a*^*−/−(umu5)*^ and *pax3b*^*−/−(umu6)*^ knock out lines^29^ to generate single and double *pax3a*^*−/−*^ and *pax3b*^*−/−*^ mutants also carrying the *pax3a*:*EGFP* transgenic insertion. Zebrafish larvae were monitored daily and assessed in vivo for tumour onset using dissecting fluorescence microscope. Tumour onset was identified by abnormal accumulation of *pax3a*:*EGFP* in the muscle tissue. zRMS zebrafish larvae were kept separately, examined and photographed every four to five days to evaluate zRMS progression. zRMS tumour area was quantified using ImageJ.

### Semi-quantitative RT- PCR

zRMS were collected at 29 days post fertilization (dpf) to 31 dpf and tumour tissue was extracted using micro incision blade from each fish and used for RNA isolation. Total RNA extraction was performed from each extracted zRMS tumour using RNeasy mini kit (Qiagen) and reverse transcribed to cDNA using SuperScript III reverse transcriptase (Invitrogen), following the manufacturer’s protocol. qRT-PCR was performed on Applied Biosystems VIIA 7 Real-Time PCR System (ThermoFisher Scientific) using FastStart universal SYBR green master mix (Roche). The primer sequences are listed in supplemental Table 1. ß-actin was used as a reference gene.

### Transcriptome sequencing and analysis

Zebrafish embryos from wild type and *pax3a*^*−/−(umu5)*^*; pax3b*^*−/−(umu6)*^ homozygous double mutants were collected at 42 h post fertilization (hpf) for RNA preparation. 9–10 zebrafish larvae of each type were collected and pooled for a sufficient amount of RNA per sample. A total of six samples, two triplicates each, were included in RNA sequencing. Total RNA was extracted using TRizole and treated with TURBO DNase for 15 min at 37 °C to remove genomic DNA. Purity and integrity of the RNA samples was confirmed using Agilent 2100 bioanalyzer.

Poly-A selection libraries were prepared, pooled and sequenced on a 1/4th NovaSeq600 S4 lane, with 2 × 150 bp reads (https://www.scilifelab.se/). Raw reads were aligned to the zebrafish genome (GRCz11, ensemble.org) using STAR (options: -genome Load NoSharedMemory --outSAMtype BAM SortedByCoordinate --seedSearchStartLmax 12 --outFilterScoreMinOverLread 0.3 --alignSJoverhangMin 15 --outFilterMismatchNmax 33 --outFilterMatchNminOverLread 0 --outFilterType BySJout --outSAMunmapped Within --outSAMattributes NH HI AS NM MD --outSAMstrandField intronMotif --quantMode GeneCounts)^32^. Genes with a minimum of 10 reads were kept for further analysis. Normalization and differential expression analyses were performed using DESeq2^33^. Genes were considered differentially expressed with p-value < 0.01 and FDR < 0.01. Clustering of differentially expressed genes was obtained using pheatmap package. Gene ontology, KEGG and Disease ontology enrichment analysis were performed using clusterProfiler software^34^.

### Statistical analysis

Student's t-test and Mann–Whitney U test were used to calculate the significance level on the qRT-PCR, tumour onset and progression analyses. P < 0.05 was considered significant. Error bars indicate mean ± SEM. All the statistical analyses were conducted with GraphPad prism 9 and RStudio.

## Results

### Functional enrichment analysis reveals that the RAS/MAPK signalling pathway is dysregulated following Pax3 loss of function

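The wild type and double mutant groups of this experiment hold 3 RNA-seq libraries each, and every library was made from a pool of 9 to 10 whole embryos at 42 h post fertilization (hpf). A whole embryo holds muscle, brain, eye, heart, skin and gut at once, so a count can differ because a gene is used differently within a cell or because the share of cells that use it differs. The sources used here do not say whether the 3 pools of a genotype came from separate clutches, so the p-values measure the spread between these pools. The authors aligned the reads with STAR to the GRCz11 zebrafish genome and deposited STAR's counts per gene, with a column for each strand and a column without strand. The reverse-strand column, used here, sums to 42219503, 43988275 and 33021052 counts in wild type replicates 1, 2 and 3. In double mutant replicates 1, 2 and 3 it sums to 43429218, 31700892 and 34991278 counts. The medians of the groups are 42219503 and 34991278. Between 61.8% and 67.8% of the read pairs of a library were assigned to a gene. The opposite strand held 2.41% to 2.54% as many counts, so the choice of column matters for genes with transcripts on both strands. Counts were normalized by TMM, which sets each library against the bulk of its genes, and levels are given as CPM, which are counts scaled to a common library size. The 24631 genes with at least 10 counts over the 6 libraries were compared between genotypes with edgeR's quasi-likelihood test at an adjusted p (Benjamini-Hochberg) under 0.01, the paper's threshold. The paper's methods name DESeq2, which was run as an alternative. In addition, 64 lists of genes of pathways and cell types, written before the deposited counts were examined but after reading the paper and the readable part of Supplemental Table 2, which holds fold changes from these libraries, were tested with camera at an adjusted p under 0.05 over the lists. For these lists camera assumes a correlation of 0.01 between genes. With a correlation estimated from these 6 libraries, which ran from −0.034 to 0.683, camera called 0 of the 64 lists (8 at an unadjusted p under 0.05). The test fry asks whether the genes of a list move on balance one way, without setting them against other genes, and called 42. Log2 fold changes are of double mutant against wild type.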

To explore downstream transcriptional changes that occur when perturbing *pax3* gene function, RNA-sequencing analysis was performed on whole embryos from *pax3a*^*−/−*^*; pax3b*^*−/−*^ double mutants and wild type zebrafish at 42 hpf. RNA-seq libraries were generated in triplicates for both conditions. Both principal component analysis and hierarchical clustering showed a high overlap between the replicates within each condition while clearly separating the triplicates into two groups (Supplemental Fig. 1A,B). This confirms a high reproducibility in the experiments and suggests that profound transcriptional changes take place in the Pax3 null mutants. Accordingly, differential gene expression analysis demonstrated that 7288 genes were differentially expressed (p < 0.01, FDR < 0.01) between the wild type and mutant embryos, of which 3578 were up-regulated and 3710 down-regulated (Fig. 1A,B, Supplemental Table 2).

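The largest difference between the 6 libraries lay between the genotypes, and double mutant replicate 3 lay apart from its group. Which parents or fish line each genotype came from is not stated in the sources used here, so this difference need not come from the mutations alone. Over the 500 most variable genes (rlog values), the first principal component carried 92.4% of the variance and the second 5.26%. Wild type replicates 1, 2 and 3 lay at −15.9, −16.5 and −14.5 on the first component. The double mutant replicates lay at 18.8, 15.9 and 12.2. On the second component double mutant replicate 3 lay at −7.83, against 4.02 and 2.55 for replicates 1 and 2. Across a list of 64 fast muscle genes, the median log2 difference from the wild type mean was −0.64 in double mutant replicate 3 and −1.48 and −1.17 in replicates 1 and 2. Over all kept genes, the Euclidean distance between libraries of 1 genotype had a median of 20.7 and ran from 18.7 to 30.2 (6 pairs). Between genotypes it had a median of 56.1 and ran from 51.0 to 61.4 (9 pairs), so the smallest distance between genotypes exceeded the largest within one. The pairs of double mutant replicate 3 with replicates 1 and 2 gave the distances of 30.2 and 28.3. Without this library the first component carried 97.1% of the variance. No p is given for the distances, since 3 libraries against 3 cannot reach a p under 0.1 in an exact permutation test.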

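Transcripts of both mutated genes were counted in every double mutant library. *pax3a* (ENSDARG00000010192), a paired box transcription factor of muscle precursors and neural crest, had CPM of 10.5, 10.8 and 12.8 in wild type replicates 1, 2 and 3 and of 21.9, 22.5 and 20.8 in the double mutant replicates. It rose by a log2 fold change of 0.94 (standard error 0.11, adjusted p = 5.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its paralog *pax3b* (ENSDARG00000028348) had CPM of 2.58, 1.61 and 1.84 in wild type and of 3.55, 3.45 and 2.46 in double mutants. The log2 fold change of *pax3b* was 0.65 (standard error 0.23), and its adjusted p from the same test was 0.0396, or 0.00986 without double mutant replicate 3. A lesion in the coding sequence need not lower the count of a transcript, so these values do not check the labels. Among genes with a mean of at least 5 CPM, the 10 largest decreases included genes of the stress hormone response, muscle and lens. *fkbp5*, a co-chaperone of the glucocorticoid receptor, fell from 86.6 ± 12.1 CPM (SD, n = 3) to 2.07 ± 0.362 (SD, n = 3). *ampd1*, the AMP deaminase of muscle, fell by 5.07 on the log2 scale, and *hhatla*, a gene of muscle, fell by 4.72. *crygm2d21*, a lens crystallin of a multigene family whose members may share reads, fell by 4.76. *gvin1l2* and *ponzr3*, which also belong to multigene families and are uncertain for that reason, had log2 fold changes of −8.14 and −7.83. *trpc2a*, an ion channel gene, fell by 6.48. The log2 fold changes of 3 genes without a descriptive name (*si:ch211-209l18.4*, *si:ch211-113d11.5* and *si:dkey-61n16.5*) were −6.73, −6.34 and −5.57. Among the 10 largest increases by the same rule, ENSDARG00000115161 had 0 counts in wild type and 2470 in double mutants, at least 880-fold higher against a floor of 3 counts over the group. *sfrp2l*, which encodes a secreted Frizzled-related Wnt modulator, rose by a log2 fold change of 5.99, and *hpxb*, a hemopexin gene, by 5.32. *cela1.6*, an elastase of the exocrine pancreas with close paralogs, rose by 4.85. The other 6 (*zgc:174862*, *si:dkey-35h6.1*, *si:ch211-218c6.8*, *si:dkey-172k15.10*, *zgc:153921* and *unm_sa911*) rose by 5.14, 4.52, 4.45, 4.34, 4.28 and 4.23. In all, 6747 of 24631 genes passed an adjusted p under 0.01 in edgeR's quasi-likelihood test, 3346 of them higher and 3401 lower in double mutants. Their median absolute log2 fold change was 0.86, and 2746 of them changed by more than 2-fold. Counts of list members given below are to be read against these counts over all genes. The 3 wild type and 3 double mutant libraries did not overlap in 13155 genes (53.4%, where chance gives 10%). Without wild type replicate 1 the test called 4196 genes (1953 higher, 2243 lower), and without wild type replicate 3 it called 2214 higher. It called 4196 to 5225 genes without any one library but double mutant replicate 3, and 7649 without that one. A call lost without 1 library can thus reflect the lower power of fewer libraries.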

**Figure 1:**
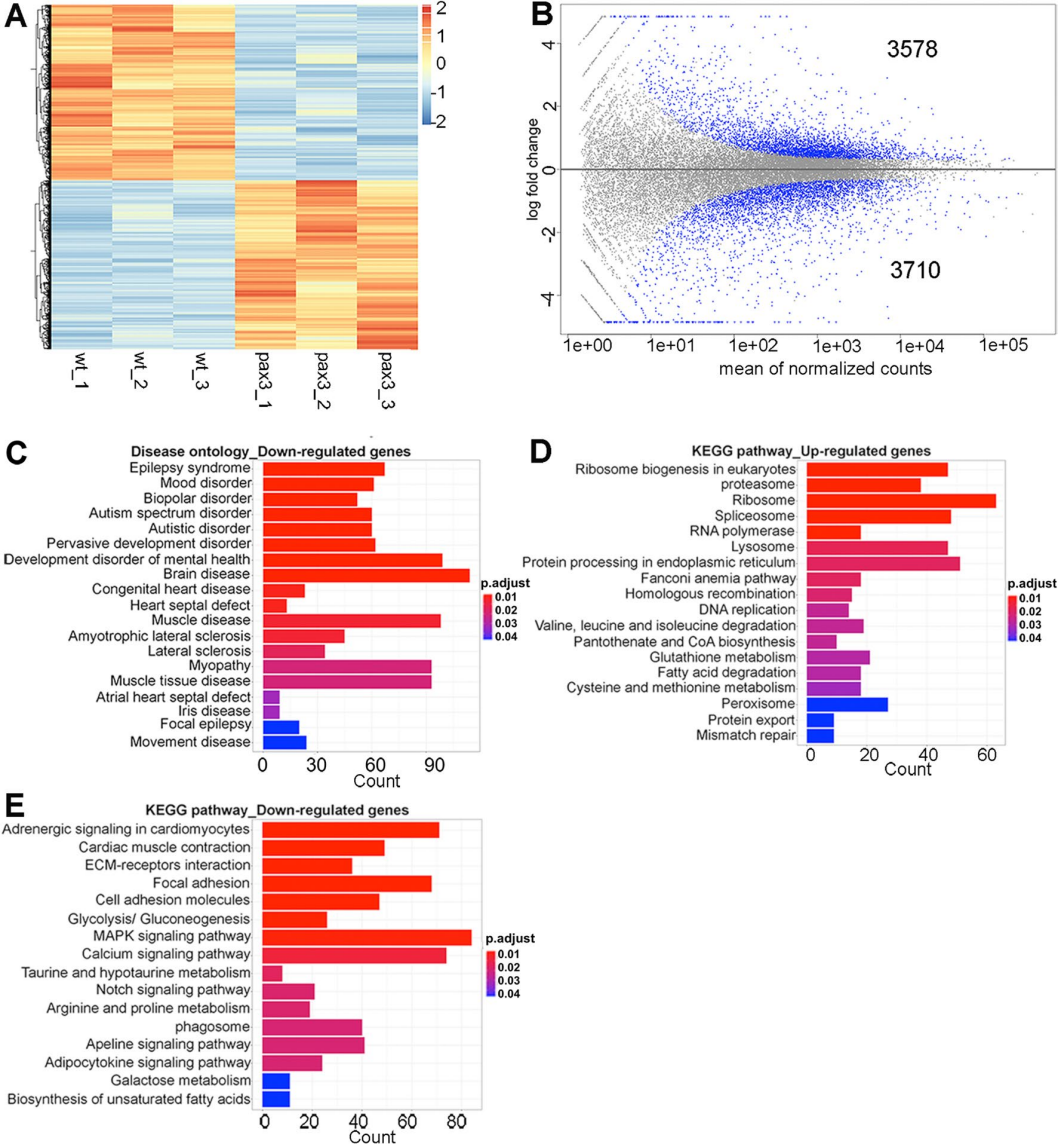
Clustering and pathway analysis of differentially expressed genes (DEGs). **(A)** Heatmap of significant DEGs between wild type and *pax3a*^*−/−*^*;pax3b*^*−/−*^ zebrafish embryos. Regularized log transformed (rlog) count matrix was generated using DESeq2 package. Significant DEGs were used to plot the heatmap of rlog counts. Red and blue represent up- and down-regulated genes, respectively. **(B)** Scatter plot for DEGs in wild type and *pax3a*^*−/−*^*;pax3b*^*−/−*^ showing mean of normalized counts and log2 fold change. All differentially expressed genes (in blue) with adjusted p-value < 0.01. **(C)** Disease ontology analysis of down-regulated genes. **(D,E)** KEGG pathway analysis of up- and down-regulated genes. Bar plots represents the number of DEGs involved in each condition. Adjusted p-value was represented by colour scale, and the statistically significance level decreased from red (highly significant) to blue (relatively lower significant). p-value < 0.01.

To get more insight into the molecular processes and signalling pathways that are altered in the absence of Pax3 function, Gene Ontology (GO), disease ontology, and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis were performed separately on genes either up- or down-regulated in the mutants. These analyses revealed that DEGs are enriched for many biological processes and signalling pathways in which Pax3 has an established role, including ncRNA processing, ribosome biogenesis, axonogenesis and neuron development (Supplemental Fig. 1). 

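Many genes that build ribosomes were higher in double mutants, and many genes of neurons and of axon guidance were lower. Of the tested factors of ribosome biogenesis and rRNA processing, 79 rose, 1 (*nsa2*) fell and 22 did not pass (86 and 1 when adjusted over the list alone). *rcl1*, required for rRNA processing, rose by a log2 fold change of 1.44 and the RNA helicase gene *ddx31* by 1.37. *nol10* and *rrp36*, both nucleolar, rose by 1.21 and 1.18, while nucleolin (*ncl*) had a log2 fold change of 0.28 (adjusted p = 0.122 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The median of the list was 0.62 (standard error 0.03), with camera's adjusted p = 1.35e-18, and adjusted p = 0.496 with an estimated correlation. Among 21 genes of RNA polymerases I and III, which transcribe rRNA and tRNA, 11 rose, 1 fell and 9 did not pass (12 and 1 when adjusted over the list alone). The subunit genes *polr1g*, *polr3k* and *polr3e* rose by 1.1, 0.82 and 0.79. *ubtf*, a transcription factor of RNA polymerase I, fell by 0.39, a call that did not hold without any one of wild type replicates 1, 2 and 3 or double mutant replicates 1 and 2 (edgeR adjusted p of 0.0138, 0.0217, 0.0274, 0.0226 and 0.0256). Camera gave this list an adjusted p = 6.75e-05, and adjusted p = 0.496 with an estimated correlation. Of 99 axon guidance ligands and receptors, 46 fell, 4 rose and 49 did not pass (50 and 5 when adjusted over the list alone). The cell adhesion gene *dscamb*, the semaphorin receptor gene *plxna2* and the Slit receptor gene *robo2* fell by 2.15, 1.78 and 1.56. The 4 that rose were *plxnc1* (log2 fold change 1.73), *NTN4*, *chl1a* and *ablim1b*, and 2 genes of the list rose without wild type replicate 2, double mutant replicate 1 or double mutant replicate 2. The list's median was −0.55 (standard error 0.08), with camera's adjusted p = 1.62e-08, and adjusted p = 0.496 with an estimated correlation. Of 43 pan-neuronal genes, 29 fell, 1 (*tuba1b*, a tubulin with close paralogs) rose and 13 did not pass (30 and 3 when adjusted over the list alone). The neurofilament genes *nefla*, *neflb* and *nefma* fell by 2.19, 1.58 and 1.18. *tuba1a*, the most abundant of the list, fell from 829 ± 13.7 CPM (SD, n = 3) to 395 ± 40.9 (SD, n = 3). Camera's adjusted p for this list was 1.62e-08, and adjusted p = 0.321 with an estimated correlation. Neural progenitor genes went both ways, with 16 of 45 lower, 4 higher (*sox3*, *sox19a*, *her15.1* and *olig4*) and 25 not passing, and the same 16 and 4 counts when adjusted over the list alone. *olig4* lost its call without double mutant replicate 2 (edgeR adjusted p = 0.0127). *atoh7*, which specifies retinal ganglion cells, fell by 2.94, *pax8*, a transcription factor of ear and kidney, by 1.64 and the receptor gene *notch3* by 0.71. Their camera adjusted p was 0.0151 (0.0519 without double mutant replicate 2), and adjusted p = 0.570 with an estimated correlation.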

In order to identify disease conditions in response to loss of Pax3 in zebrafish embryos, we performed disease ontology enrichment analysis and only down-regulated genes in *pax3a*^*−/−*^*;pax3b*^*−/−*^ double mutant zebrafish were implicated in disease. Among the identified diseases we observed examples linked to neurology, such as epilepsy syndrome, autism spectrum disorder, brain diseases, but also diseases related to muscle cell function, like congenital heart disease, muscle tissue diseases and dystrophy (Fig. 1C). 

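Many genes of synapses, fast muscle and heart were lower in double mutants, while slow muscle genes went both ways. Of 59 genes of synaptic vesicles and neurotransmission, 38 fell, 1 (*SLC5A7*, the choline transporter) rose and 20 did not pass (42 and 1 when adjusted over the list alone). The glycine receptor subunit gene *glra4a* fell by 1.88 on the log2 scale, the synaptic adhesion gene *nrxn2a* by 1.46 and *slc32a1*, the vesicular transporter of GABA and glycine, by 1.09. *stxbp1a*, which is needed for vesicle fusion, fell by 0.60. The list's median log2 fold change was −0.73 (standard error 0.08), with camera's adjusted p = 3.11e-10, and adjusted p = 0.321 with an estimated correlation.
Of 64 structural genes of fast muscle, 47 fell, 2 (*tnni2b.1* and *klhl41a*) rose and 15 did not pass (49 and 2 when adjusted over the list alone). *atp2a1l*, which encodes a calcium pump of the muscle reticulum, fell from 353 ± 11.5 CPM (SD, n = 3) to 17.2 ± 7.44 (SD, n = 3), and the fast troponin gene *tnni2b.2* fell by 3.61. *atp2a1*, the most abundant of the list, fell by 1.42 (adjusted p = 0.00282 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That call was lost in DESeq2 (adjusted p = 0.0163) and in edgeR without wild type replicate 1 or 3 or double mutant replicate 1 or 2 (adjusted p of 0.0146, 0.0140, 0.0110 and 0.0148). The median of the fast muscle list was −1.16 (standard error 0.11), with camera's adjusted p = 8.07e-11, and adjusted p = 0.570 with an estimated correlation. Without wild type replicate 3 or double mutant replicate 2, 31 and 30 of its genes fell.
Of 25 slow muscle genes, 7 fell, 3 (*tnni1a*, *TPM2* and *myh7ba*) rose and 15 did not pass (7 and 4 when adjusted over the list alone). *CSRP3*, a protein of the Z disc, fell by 2.09. The calcium release channel gene *ryr1b*, counted in this list although it is known as the channel of fast muscle, fell by 2.32. The slow myosin gene *smyhc1* had a log2 fold change of −0.33 (adjusted p = 0.0809 from edgeR, 0.00112 without double mutant replicate 3). Camera's adjusted p for the slow muscle list was 0.502. Without wild type replicate 3, 1 gene of the list rose.
Of 42 genes of cardiac muscle, 20 fell, 1 (*tnni1a*) rose and 21 did not pass (20 and 5 when adjusted over the list alone). The titin genes *ttn.1* and *ttn.2*, which skeletal muscle also expresses and which may share reads, fell by 1.91 and 1.84. *nppa*, the atrial natriuretic peptide, fell by 1.77 and the sodium-calcium exchanger gene *slc8a1a* by 1.68. This list had a median of −0.64 (standard error 0.15), with camera's adjusted p = 0.00170, and adjusted p = 0.553 with an estimated correlation. In double mutant replicates 1, 2 and 3 the median log2 difference from the wild type mean was −0.85, −0.59 and −0.37, least in the library that stands apart. Its genes that fell numbered 12, 11 and 13 without wild type replicates 1, 2 and 3 and 12 without double mutant replicate 2.

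**Figure D1:**
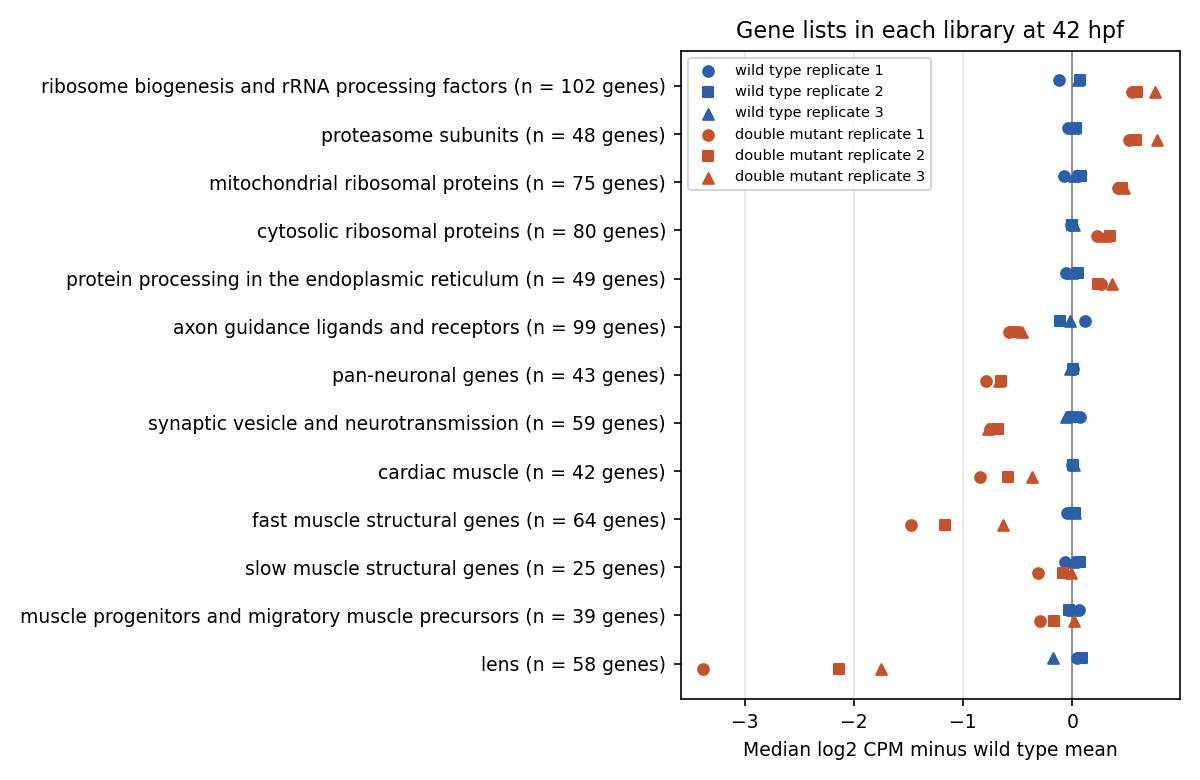
Median over each gene list (vertical axis) of the log2 CPM minus the wild type mean of each gene (horizontal axis), with blue points for wild type libraries, orange points for double mutant libraries and a shape for each replicate number. The ribosome biogenesis list lies at 0.54, 0.59 and 0.76 in double mutant replicates 1, 2 and 3, and the synaptic list at −0.75, −0.68 and −0.77.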

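Most proteasome and mitochondrial ribosome genes rose in double mutants, as did some genes of ribosomal proteins, the spliceosome and the endoplasmic reticulum (ER). Of 48 proteasome subunits, which degrade proteins marked with ubiquitin, 39 rose, 1 (*PSMB5*) fell and 8 did not pass (42 and 1 when adjusted over the list alone). *psma4*, *psmc1b* and *psmd8* rose by log2 fold changes of 0.95, 0.94 and 0.92, and the list's median was 0.63 (standard error 0.04). Camera gave an adjusted p = 4.91e-12, and adjusted p = 0.550 with an estimated correlation. Of 80 cytosolic ribosomal proteins, 23 rose and 57 did not pass (27 rose when adjusted over the list alone). *rplp2l* and *rps5* rose by 0.72 and 0.60, while *RPL3*, the most abundant, had a log2 fold change of 0.11 (adjusted p = 0.431 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their median was 0.29 (standard error 0.02), with camera's adjusted p = 1.53e-07, and adjusted p = 0.550 with an estimated correlation. The number of ribosomal protein genes that rose was 3, 4 and 7 without wild type replicates 1, 2 and 3 and 4 without double mutant replicate 2. Of 75 mitochondrial ribosomal proteins, 42 rose and 33 did not pass (48 rose when adjusted over the list alone, and 26 over all genes without wild type replicate 1). *MRPL49* and *mrps17* rose by 0.96 and 0.84, and camera's adjusted p for the list was 1.43e-12, and adjusted p = 0.481 with an estimated correlation. Of 38 core spliceosome genes, 18 rose and 20 did not pass (19 rose when adjusted over the list alone, and 11 over all genes without wild type replicate 1). *LSM8*, *lsm7* and *sf3b6* rose by 0.97, 0.86 and 0.77, with camera's adjusted p = 1.60e-05 for the list, and adjusted p = 0.570 with an estimated correlation. Of 49 genes of protein processing in the ER, 19 rose, 1 fell and 29 did not pass (24 and 2 when adjusted over the list alone). *SSR1*, part of the translocon complex, rose by 1.00, and the ER chaperone genes *hsp90b1* and *HSPA5* rose by 0.69 and 0.66. The gene that fell was *ern1*, a sensor of unfolded proteins, at 70.0 ± 8.92 CPM (SD, n = 3) in wild type and 23.4 ± 1.27 (SD, n = 3) in double mutants. *CANX*, a chaperone of glycoproteins and the most abundant of the list, had a log2 fold change of −0.02 (adjusted p = 0.910 from the same test). The list's median was 0.28 (standard error 0.05), with camera's adjusted p = 2.11e-04, and adjusted p = 0.570 with an estimated correlation. Without wild type replicates 1 or 3 or double mutant replicates 1 or 2, 6, 6, 11 and 8 of its genes rose.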

Many of the up-regulated genes were involved in ribosome biogenesis and protein processing (Fig. 1D). Intriguingly, among the most highly enriched KEGG terms for the down-regulated genes was the MAPK signalling pathway (Fig. 1E). This is known to be downstream of RAS that is closely connected to zRMS development. Importantly, the MAPK linked group of genes was the largest among the identified KEGG pathways in the analysis. This indicate that Pax3 directly or indirectly contributes to the regulation of this pathway, which may provide a link to the potential role of Pax3 in fusion negative RMS.

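The lists of MAPK-linked genes below are not the KEGG term that the paper tested, so they do not test its enrichment. Most of their genes did not pass, as with all genes tested (6747 of 24631 passed, 3401 of them lower). Those of the JNK and p38 modules that passed were lower, and those of the ERK cascade and its induced genes went both ways. Of 40 genes of the JNK and p38 modules, 9 fell and 31 did not pass (8 fell when adjusted over the list alone). The upstream kinase gene *MAP3K12* fell by 1.54 on the log2 scale and the JNK scaffold gene *mapk8ip2* by 1.06. *MAP2K6*, an activator of p38 and the most abundant of the list, had a log2 fold change of −0.21 (adjusted p = 0.106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The list's median was −0.13 (standard error 0.08), with camera's adjusted p = 0.222. The adjusted p from fry was 0.0395, but fry does not set a list against other genes and called 42 of the 64 lists. In the JNK and p38 list 5 genes fell without wild type replicate 1, wild type replicate 3 or double mutant replicate 2. Of 44 genes of the RAS-RAF-MEK-ERK cascade, 3 rose (*rras*, *raf1a* and *rps6ka3a*), 3 fell and 38 did not pass (0 and 2 when adjusted over the list alone). Those that fell were the RAS-related gene *mras* (log2 fold change −1.02), *KSR2*, a scaffold of the cascade, and *rasgrp4*, an activator of RAS. *KSR2* lost its call without wild type replicate 1 (edgeR adjusted p = 0.0108). *rasgrp4* lost it without wild type replicates 1, 2 or 3 or double mutant replicates 1 or 3 (edgeR adjusted p of 0.0298, 0.0421, 0.0203, 0.0379 and 0.0126). Without wild type replicate 1 the count that fell was 1. The count that rose was 0, 1, 0, 1 and 1 in edgeR without wild type replicates 1, 2 and 3 and double mutant replicates 1 and 2. The median of the cascade was −0.01 (standard error 0.05), with camera's adjusted p = 0.967. Among 35 genes that ERK signalling induces, 3 rose (*etv4*, *egr2b* and *myca*), 3 fell (*nr4a1*, *spred3* and *DUSP1*) and 29 did not pass, and the counts were the same when adjusted over the list alone. *nr4a1*, an immediate early gene, fell by 1.58 and the feedback inhibitor gene *spred3* by 0.96, while the transcription factor gene *etv4* rose by 0.60. *egr2b* lost its call without wild type replicates 1 or 2 or double mutant replicates 1 or 3 (edgeR adjusted p of 0.0372, 0.0276, 0.0261 and 0.0117). *DUSP1* lost it without wild type replicates 1 or 2 or double mutant replicates 1 or 2 (0.0288, 0.0251, 0.0227 and 0.0246). Camera's adjusted p for the ERK-induced list was 0.653, or 0.0264 without double mutant replicate 3, when 8 of its genes fell. In that library the list's median log2 difference from the wild type mean was 0.29, against −0.30 and −0.27 in double mutant replicates 1 and 2. Rho family GTPase and PAK genes went mostly higher and PI3 kinase and AKT genes mostly lower among those that passed. Of 28 genes of Rho GTPases and PAK kinases, which shape the actin cytoskeleton, 8 rose, 3 (*rac3b*, *pak1* and *pak6b*) fell and 17 did not pass (8 and 4 when adjusted over the list alone). *rhoua* and *rhocb* rose by 1.05 and 0.95, and *rhoaa*, the most abundant, had a log2 fold change of 0.22 (adjusted p = 0.0743 from edgeR). *RAC1*, which has close paralogs and is uncertain for that reason, had 33 counts in wild type and 346 in double mutants. Camera's adjusted p was 0.502, and 5 genes rose without wild type replicate 1 or 3. Of 33 genes of PI3 kinase and AKT signalling, 7 fell, 3 (*pdpk1a*, *pik3r3b* and *TSC2*) rose and 23 did not pass (9 and 3 when adjusted over the list alone). The insulin receptor substrate gene *irs2a* fell by 1.4 and the PI3 kinase subunit gene *pik3r3b* rose by 0.94. Their median was −0.23 (standard error 0.06), with camera's adjusted p = 0.0357, and adjusted p = 0.570 with an estimated correlation. Camera's adjusted p for this list was 0.0923, 0.0773 and 0.0809 without wild type replicate 1, double mutant replicate 2 and double mutant replicate 3, and 0.0878 on DESeq2's normalization. Its genes that fell numbered 3, 4 and 4 without wild type replicates 1 and 3 and double mutant replicate 2, and 1 rose without any one of wild type replicates 2 and 3 and double mutant replicates 1 and 2. From the enrichment of MAPK signalling among the down-regulated genes, the paper reasons that Pax3 contributes to the regulation of this pathway, directly or indirectly, and proposes a link to fusion negative RMS.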

To test and validate our findings, we analysed DEGs related to RAS signalling pathway, that have a strong association with rhabdomyosarcoma. 12 genes were down-regulated (Fig. 2A) and 15 genes were up-regulated (Fig. 2B). 

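RAS-linked genes changed in both directions in the double mutants, most of them by less than 2-fold. Of the 12 genes of Fig. 2A, 11 could be matched to a counted gene, and 6 of these fell (10 when adjusted over the list alone). *akt1*, a kinase downstream of PI3 kinase, fell by 0.64 on the log2 scale (standard error 0.15, adjusted p = 0.00422 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *akt1* lost this call without wild type replicates 1 or 3 or double mutant replicate 2 (edgeR adjusted p of 0.0248, 0.0144 and 0.0175). The RAL activator gene *rgl1*, the transcription factor gene *stat1a* and the kinase gene *gsk3ba* had log2 fold changes of −0.44, −0.38 and −0.37 (adjusted p of 0.0113, 0.0173 and 0.0102 from the same test), and their 3 wild type libraries lay above their 3 double mutant libraries. Of the 15 genes of Fig. 2B, 11 could be matched, and 10 of these rose (11 when adjusted over the list alone). The kinase genes *raf1a*, *rps6ka3a*, *pak2a* and *pdpk1a* rose by log2 fold changes of 0.50, 0.39, 0.42 and 0.54, with edgeR adjusted p of 0.00609, 0.00792, 0.00403 and 0.00834. All of them lost their call without any one wild type replicate. *rps6ka3a* and *pdpk1a* also lost it with upper quartile normalization (edgeR adjusted p of 0.0130 and 0.0136), and *pdpk1a* in libraries thinned to the lowest total (0.0108). With replicate number as a block *raf1a* and *rps6ka3a* lost it (0.0154 and 0.0119). The GTPase genes *ralbb*, *rac2*, *rhoca* and *cdc42l* rose by 0.45, 0.51, 0.65 and 0.63, with edgeR adjusted p of 0.00514, 0.00173, 5.60e-04 and 4.51e-04. *ralbb* lost its call without wild type replicates 1 or 2 or double mutant replicates 1 or 2 (edgeR adjusted p of 0.0297, 0.0234, 0.0230 and 0.0111). *rac2* lost its call without wild type replicates 1 or 3 (edgeR adjusted p of 0.0119 and 0.0137). The transcription factor gene *stat3* rose by 0.44 (standard error 0.10, edgeR adjusted p = 0.00454). Its call was lost without wild type replicates 1 or 3 or double mutant replicate 2 (edgeR adjusted p of 0.0220, 0.0287 and 0.0128). *rac1l*, which has close paralogs and is uncertain for that reason, had 4 counts in wild type and 39 in double mutants (log2 fold change 3.2, standard error 0.77, edgeR adjusted p = 0.00579). Its call was lost without wild type replicates 1 or 3 or double mutant replicates 1 or 2 (edgeR adjusted p of 0.0222, 0.0214, 0.0265 and 0.0123). It was also lost with replicate number as a block (0.0114). *mapk12b*, a kinase of the p38 family, had a log2 fold change of 0.40 (standard error 0.11, edgeR adjusted p = 0.0106). BX324164, FQ976913, CR450833, BX005210 and BX649388 were not analysed here. Since the study chose these genes on the same libraries, the counts are not independent evidence of their direction. The count of 6 was 3 without wild type replicate 1, wild type replicate 3 or double mutant replicate 2. With other normalizations or filters edgeR called 7 to 9, and DESeq2, the paper's tool, called 9 on the same column. On the column without strand, a setting added after the data were seen, DESeq2 called 11. The count of 10 was 2, 5 and 3 without wild type replicates 1, 2 and 3 and 5 without double mutant replicate 1 or 2. It was 8 with upper quartile normalization, 7 with replicate number as a block, which joins pools only by label, and 11 in DESeq2.

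**Figure D2:**
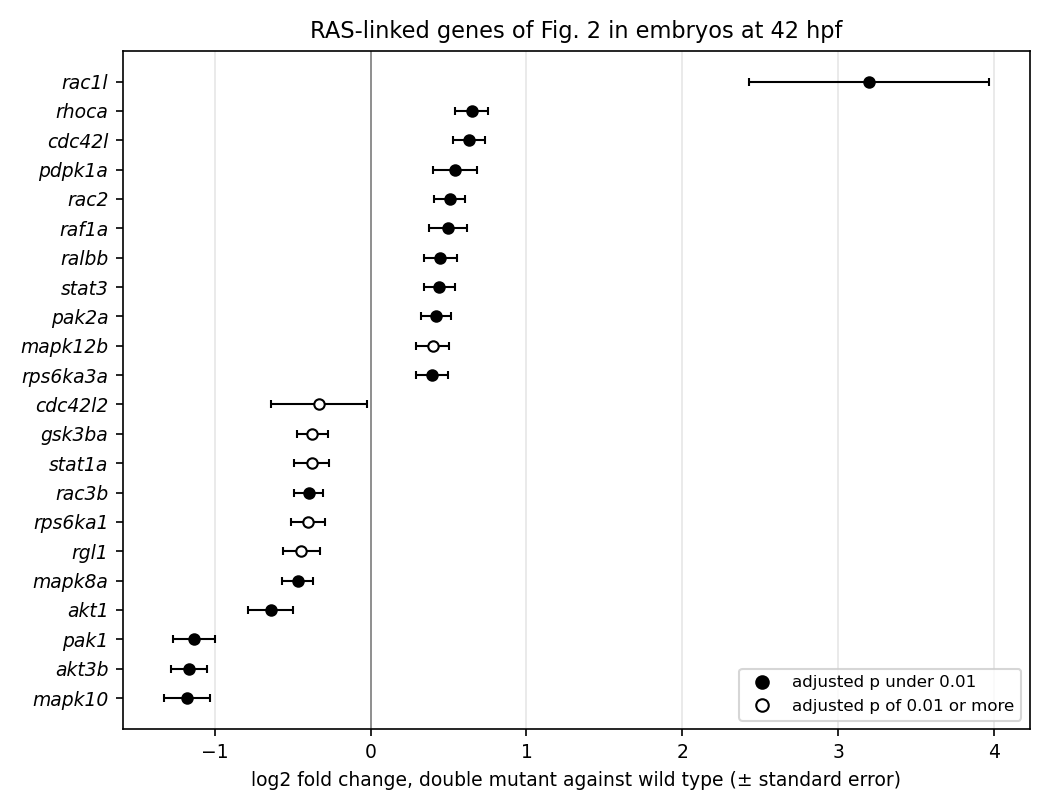
Log2 fold change of double mutant against wild type embryos (horizontal axis, n = 3 libraries each) for the 22 matched genes of Fig. 2, with bars of 1 standard error and filled points for an edgeR adjusted p under 0.01. 16 genes have filled points, and *rac1l*, at 3.2, has the widest bar.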

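*pak1* (ENSDARG00000103959), *mapk10* (ENSDARG00000102730) and *akt3b* (ENSDARG00000087205) were more than 2-fold lower in double mutants, and *rac3b* and *mapk8a* were lower by less than that. *pak1* encodes a kinase activated by Rac and Cdc42, *mapk10* a JNK kinase that is prominent in the nervous system and *akt3b* a kinase of the PI3 kinase pathway. They fell by 1.13, 1.18 and 1.17 on the log2 scale (standard errors 0.13, 0.15 and 0.11), with adjusted p of 5.12e-05, 7.62e-05 and 1.54e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The JNK gene *mapk8a* fell by 0.47 and the Rac GTPase gene *rac3b* by 0.40 (standard errors 0.10 and 0.09, adjusted p of 0.00285 and 0.00466 from the same test). *mapk8a* lost its call without wild type replicates 1 or 3 or double mutant replicate 2 (edgeR adjusted p of 0.0167, 0.0104 and 0.0137). *rac3b* lost its call without wild type replicates 1, 2 or 3 or double mutant replicates 1 or 2 (edgeR adjusted p of 0.0232, 0.0188, 0.0105, 0.0102 and 0.0128). *rps6ka1*, a kinase that ERK activates, had a log2 fold change of −0.40 (standard error 0.11, edgeR adjusted p = 0.0107, and 0.00612 in DESeq2). *cdc42l2*, a GTPase gene with close paralogs, had a log2 fold change of −0.33 (standard error 0.31, edgeR adjusted p = 0.418). On the strand opposite to *cdc42l2* there were 331 counts in wild type and 14 in double mutants, and the column without strand gave a log2 fold change of −2.16 (standard error 0.23, edgeR adjusted p = 1.92e-05). 5 of the 7 genes passed over all genes tested. Only *pak1*, *mapk10* and *akt3b* did so without wild type replicate 1, wild type replicate 3 or double mutant replicate 2. Adjusted over the list alone 6 passed, which is not independent evidence since the study chose them on these libraries.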

We further identified common DEGs in RAS and MAPK signalling pathways and found seven down-regulated genes namely *pak1, mapk10, akt3b, rac3b, mapk8a, rps6ka1* and *cdc42l2*.

**Figure 2:**
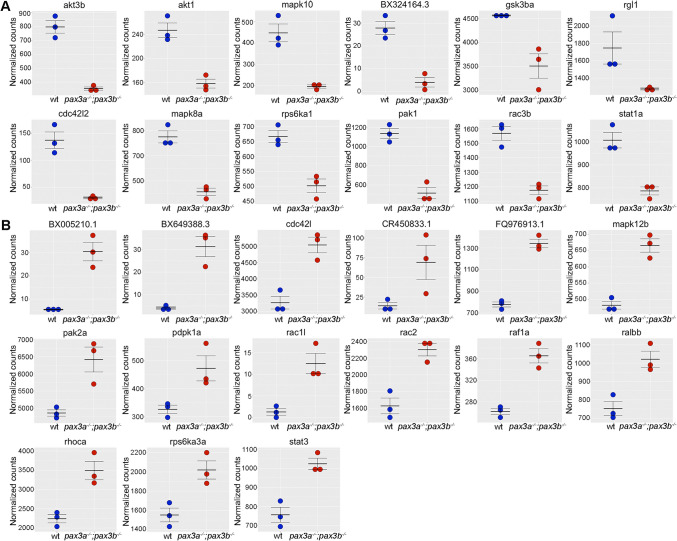
Expression of RAS/MAPK signalling pathway linked genes in wildtype (wt) and *pax3a*^*−/−*^*;pax3b*^*−/−*^ mutant zebrafish embryos: **(A)** Plots of down-regulated genes: *akt1*, *pak1*, *mapk10*, *rps6ka1*, *cdc42l2*, *mapk8a*, *rac3b*, *akt3b*, *BX324164*, *rgl1*, *stat1a* and *gsk3ba.* **(B)** Plots of up-regulated genes: *raf1a, rps6ka3a*, *pak2a*, *FQ976913*, *ralbb*, *rac2*, *CR450833*, *pdpk1a*, *stat3*, *BX005210*, *BX649388*, *mapk12b*, *rhoca*, *cdc42l* and *rac1l.* The normalized counts of each gene in wild type and *pax3a*^*−/−*^*;pax3b*^*−/−*^ mutant is displayed.

### In vivo validation of involvement of Pax3 in rhabdomyosarcoma progression

As the transcriptome analysis show that the MAPK signalling pathway is down-regulated due to loss of *pax3* genes, we intended to determine whether Pax3 is involved in rhabdomyosarcoma formation and progression in zebrafish. We induced zRMS by injecting an oncogene, *rag2-kRASG12D* into one cell-stage of wild type and mutant zebrafish, which lead to spontaneous formation of RMS tumours^25^ (Fig. 3A). zRMS tumours could easily be distinguished from healthy muscle tissue based on the increased *pax3a:EGFP* intensity that characterized the zRMS cells. As the *pax3a:EGFP* construct is randomly integrated in the genome^31^, it is regulated in parallel with the endogenous *pax3a* and its expression remains even after mutation of the endogenous *pax3a* gene. The tumours were followed from onset, when first observed, until around 30 dpf (Fig. 3B–E). The intensity of *pax3a:EGFP* in the zRMS larvae suggests that *pax3a* is highly expressed in zRMS tumours and indicates that Pax3 may play a role in zRMS tumourigenesis. To compare putative roles for the zebrafish *pax3* genes in zRMS tumourigenesis, *pax3a*^+*/−*^*;pax3b*^+*/−*^;*pax3a:EGFP* zebrafish were used to generate *pax3a:EGFP* (used as control), *pax3a*^*−/−*^*;pax3a:EGFP, pax3b*^*−/−*^*;pax3a:EGFP* and *pax3a*^*−/−*^*;pax3b*^*−/−*^*;pax3a:EGFP* zebrafish lines (Fig. 3F–I), and analysed for putative differences in tumour onset, spatial location and growth rate.

**Figure 3:**
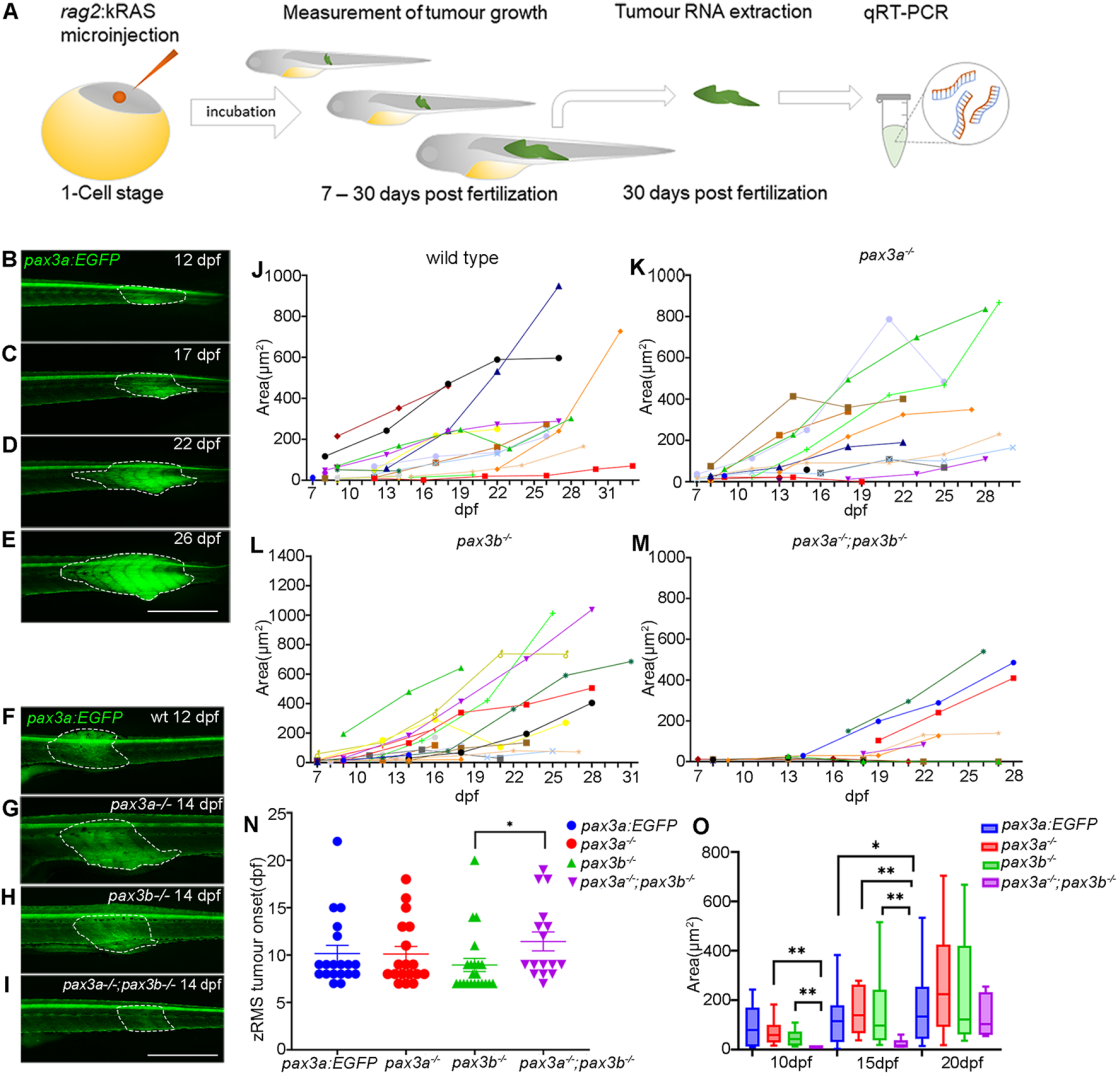
Functional analysis of zRMS progression in wild type and *pax3* mutant zebrafish: **(A)** schematic illustration of generating zRMS, showing microinjection of *rag2:kRASG12D* into one cell stage zebrafish embryo, zRMS detection and monitoring of tumour growth from 7 to 30 dpf, tumour tissue excision and total RNA extraction at 30 dpf for gene expression analysis using qRT-PCR. **(B–E)** zRMS identified in *pax3a:EGFP* zebrafish transgenic line at 12 dpf, 17 dpf, 22 dpf, and 27 dpf. High intensity of GFP expression is observed at the tail area of the zebrafish larvae. Representative image of zRMS tumour progression **(F)** wild type at 12 dpf*,* **(G)** *pax3a*^*−/−*^ at 14 dpf*,* **(H)** *pax3b*^*−/−*^ at 14 dpf and **(I)** *pax3a*^*−/−*^*;pax3b*^*−/−*^ at 14 dpf. Tumour area (μm^2^) of individual zRMS **(J)** wild type fish (n = 24), **(K)** *pax3a*^*−/−*^ (n = 18), **(L)** *pax3b*^*−/−*^ (n = 22), **(M)** *pax3a*^*−/−*^*;pax3b*^*−/−*^ (n = 12). **(N)** zRMS tumour onset is indicated in days post fertilization in wild type fish (n = 20), *pax3a*^*−/−*^ (n = 18)*, pax3b*^*−/−*^ (n = 22) and *pax3a*^*−/−*^*;pax3b*^*−/−*^ (n = 16) zebrafish lines. **(O)** Tumour area (μm^2^) in zebrafish larvae that were injected with *rag2-KRASG12D* in wild type (n = 12), *pax3a*^*−/−*^ (n = 10)*, pax3b*^*−/−*^ (n = 16) and *pax3a*^*−/−*^*;pax3b*^*−/−*^ (n = 6) zebrafish lines at 10 dpf, 15 dpf and 20 dpf. All experiments were conducted in *pax3a:EGFP* background. Tumour areas are indicated with dashed lines. Error bars represent mean ± SEM and significance was calculated using Student t-test and Mann Whitney U test where p < 0.05 was considered significant, *p < 0.05, **p < 0.01, ***p < 0.001. Scale bar: 1 mm.

The spatial distribution of zRMS tumours did not differ significantly between the examined genotypes, but mainly appeared in either the trunk, the tail or simultaneously in more than one location in the trunk and tail area (Supplemental Fig. 2).

To investigate zRMS growth and progression in single and double *pax3* mutants, we compared zRMS detected in *pax3a:EGFP*, *pax3a*^*−/−*^*;pax3a:EGFP, pax3b*^*−/−*^*;pax3a:EGFP* and *pax3a*^*−/−*^*;pax3b*^*−/−*^*;pax3a:EGFP* zebrafish lines and embryos were observed daily using a fluorescent dissecting scope for putative tumour growth. After tumour detection, carrier zebrafish were kept individually and regularly monitored for tumour progression by measuring the tumour size (Fig. 3J–M). Tumours appeared as early as seven days post fertilization and our results indicated no significant difference between *pax3a*^*−/−*^*;pax3b*^*−/−*^*;pax3a:EGFP* double mutant zebrafish embryos and the wild type (*pax3a:EGFP*) fish (Fig. 3N). Interestingly, we observed that zRMS tumour formation was significantly delayed in *pax3a*^*−/−*^*;pax3b*^*−/−*^*;pax3a:EGFP* double mutant zebrafish compare to the *pax3b*^*−/−*^*;pax3a:EGFP* single mutant zebrafish lines.

In addition to establishing age of the fish for zRMS onset, we compared zRMS tumour areas of all the genotypes at three time points, 10 dpf, 15 dpf and 20 dpf to examine potential significant differences (Fig. 3O). The tumour area of *pax3a*^*−/−*^*;pax3a:EGFP* and *pax3b*^*−/−*^*;pax3a:EGFP* zebrafish lines was significantly higher compared with *pax3a*^*−/−*^*;pax3b*^*−/−*^*;pax3a:EGFP* double mutant zebrafish lines at 10 dpf and 15 dpf. When measured at 15 dpf, the tumour area of *pax3a*^*−/−*^*;pax3b*^*−/−*^*;pax3a:EGFP* double mutant zebrafish line was significantly smaller compared with tumours in all of the other examined genotypes (Fig. 3O). Overall, our in vivo results indicate that loss of function of both Pax3a and Pax3b plays important role in zRMS tumour by delaying growth and progression.

### Expression of DEGs linked to RAS/MAPK signalling in zRMS tumour tissue

To investigate whether Pax3 is indeed a regulator of the RAS/MAPK pathway in the context of fusion negative RMS, we selected the four genes (*pak1, mapk10, akt3b* and *rac3b*) common to RAS and MAPK signalling among the genes that were down-regulated in our RNA-seq analysis (Fig. 2A), and performed qRT-PCR analysis on cDNA prepared from healthy muscle and zRMS samples, from wild type, single and double mutants (Fig. 4; Supplemental Fig. 3).

**Figure 4:**
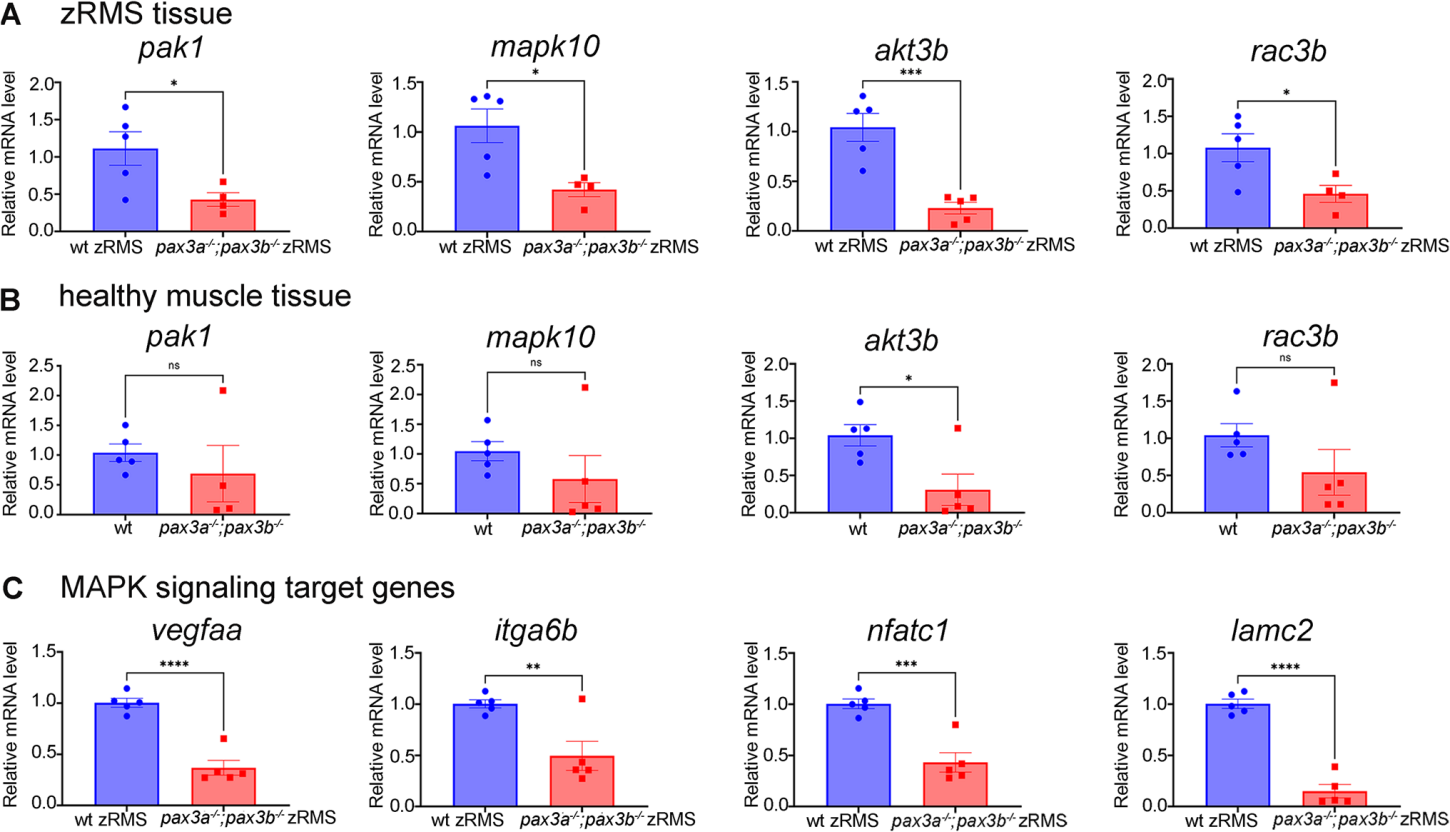
Semi-quantitative RT-PCR for genes linked to RAS/MAPK signalling pathways: **(A)** Relative mRNA expression of *pak1 (*n = 4 *pax3a*^*−/−*^*;pax3b*^*−/−*^ zRMS) , *mapk10*, *akt3b* and *rac3b* in *pax3a*^*−/−*^*;pax3b*^*−/−*^*;pax3a:EGFP* zRMS compared with wild type (*pax3a:EGFP)* zRMS tissue from the similar age*.* **(B)** Relative mRNA expression of *pak1(*n = 4 *pax3a*^*−/−*^*;pax3b*^*−/−*^ ), *mapk10*, *akt3b* and *rac3b* in *pax3a*^*−/−*^*;pax3b*^*−/−*^*;pax3a:EGFP* compared with wild type healthy muscle tissue from the similar age group. **(C)** Relative mRNA expression of *vegfaa, itga6b, nfatc1 and lamc2* in *pax3a*^*−/−*^*;pax3b*^*−/−*^*;pax3a:EGFP* zRMS compared with wild type (*pax3a:EGFP)* zRMS tissue*.* n = 5 in all samples unless otherwise stated. Error bars indicate mean ± SEM and significance was calculated using student t-test where p < 0.05 was considered significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Tumours were harvested at 29–31 dpf (Fig. 3A). As a comparison, we used healthy muscle tissue of zebrafish that were raised to the same age group as the zRMS bearing fish. Interestingly, *pak1, mapk10, akt3b* and *rac3b* were down-regulated in *pax3a*^*−/−*^*;pax3b*^*−/−*^*;pax3a:EGFP* zRMS when compared to wild types zRMS (Fig. 4A). The down-regulated gene expression was observed both in tumours and in healthy tissue, but only *akt3b* was significantly lower in *pax3a*^*−/−*^*;pax3b*^*−/−*^ mutants in healthy muscle tissue compared to wild type (Fig. 4B). The differences between wild types and *pax3a*^*−/−*^*;pax3b*^*−/−*^ mutants were however more pronounced when analysing tumour RNA, where all four examined genes were significantly lower compared to wild types. Also, when we examined the expression of the four genes in zRMS tumours in single mutants (*pax3a*^*−/−*^ and *pax3b*^*−/−*^) respectively, no differences were observed (Supplemental Fig. 3), leading to the conclusion that Pax3a and Pax3b may have compensatory functions in the regulation of these genes. Altered MAPK signalling has been shown to affect gene expression in numerous genes^35,36^. Therefore, we analysed the relative expression level of four of these genes (*vegfaa*, *itga6b*, *nfatc1* and *lamc2*), in zRMS from wildtype and *pax3a*^*−/−*^*;pax3b*^*−/−*^ mutants and found that they were expressed significantly lower in double mutant zRMS than in wildtype zRMS (Fig. 4C), in line with the altered MAPK signalling observed. We confirmed that these genes also were expressed significantly lower in *pax3a*^*−/−*^*;pax3b*^*−/−*^ mutant embryos, compared to wildtypes in the transcriptome analysis (Supplemental Fig. 4).

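*nfatc1* (ENSDARG00000036168), a transcription factor gene of the heart valves, fell by 0.87 on the log2 scale in double mutant embryos (standard error 0.15, adjusted p = 8.37e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *itga6b* (ENSDARG00000069946), a laminin-binding integrin subunit, fell by 0.49 (standard error 0.10, adjusted p = 0.00282 from the same test), and *lamc2* (ENSDARG00000068288), a laminin chain of the epidermal basement membrane, fell by 1.69 (standard error 0.36, adjusted p = 0.00290). *vegfaa* (ENSDARG00000103542), the endothelial growth factor gene, had a log2 fold change of −0.34 (standard error 0.11, edgeR adjusted p = 0.0243, and 0.00265 without double mutant replicate 3). Thus 3 of the 4 genes passed at an adjusted p under 0.01 and 4 at 0.05, the threshold of Supplemental Fig. 4, and 4 when adjusted over the list alone. Without wild type replicate 2, *lamc2* had a log2 fold change of −1.1 (edgeR adjusted p = 0.0117), and its call was also lost without double mutant replicates 1 or 2 (edgeR adjusted p of 0.0113 and 0.0166). The call of *itga6b* was lost without wild type replicates 2 or 3 or double mutant replicates 1 or 2 (edgeR adjusted p of 0.0150, 0.0116, 0.0118 and 0.0129). *vegfaa* passed 0.05 neither without wild type replicates 2 or 3 nor without double mutant replicates 1 or 2 (edgeR adjusted p of 0.0854, 0.0671, 0.0838 and 0.0861). At 0.01 the test called 1 of the 4 without wild type replicate 2, double mutant replicate 1 or double mutant replicate 2, and 2 without wild type replicate 3. Some genes of the endothelium, on which VEGF acts, were lower. Of 31 genes of endothelium and VEGF signalling, 11 fell, 2 (*vegfba* and *plvapb*) rose and 18 did not pass (12 and 3 when adjusted over the list alone). *pecam1*, an adhesion molecule of endothelial cells, fell by 1.03 and the endothelial cadherin gene *cdh5* by 0.58, while the growth factor gene *vegfba* rose by 1.42. The list's median was −0.41 (standard error 0.11), with camera's adjusted p = 0.0235, and adjusted p = 0.372 with an estimated correlation. Its genes that fell numbered 4, 5 and 5 without wild type replicates 1, 2 and 3 and 6 and 5 without double mutant replicates 1 and 2.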

## Discussion

Developing complementary animal models for RMS will help to understand the molecular mechanism of the disease and to identify new therapeutic directions. Zebrafish rhabdomyosarcoma models include a high degree of conservation between zebrafish and human genomes and molecular signalling networks. The zebrafish genome can be edited to assay functions of potentially important RMS oncogenes and genes involved in the progression of the disease. In this study, we induced zRMS by overexpressing the *rag2:kRASG12D* human oncogene and utilized lineage tracing of the zRMS cell of origin to quantify tumour progression in vivo in genetically modified zebrafish, where we identified new roles for the zebrafish transcription factor Pax3a and its paralogue Pax3b in fusion negative RMS.

In fusion positive RMS, the PAX3/FOXO1 fusion protein contributes to tumourigenesis by binding to PAX3 binding sites in target genes, and causing an aberrant change in expression of these downstream targets that results in alveolar subtype^37–40^. However, the embryonal subtype usually involves alterations in the RAS signalling pathway. Although it is known that *PAX3* and *PAX7* genes are associated with the fusion-positive alveolar subtype, further work is needed to clarify the role of *PAX3* in a fusion-negative context. It has been shown, both in humans and in animal models such as zebrafish, that Pax3 is expressed in migrating myoblasts during normal myogenesis and it is believed to inhibit their differentiation until they reach their destination^41–44^. However, the potential role of Pax3 in fusion negative RMS formation and progression remains unclear.

In this study, we presented transcriptional profile of *pax3a*^*−/−*^*;pax3b*^*−/−*^ double mutant zebrafish. Interestingly, the functional enrichment analysis singled out genes linked to RAS/MAPK signalling pathways, where the *pak1*, *mapk10*, *akt3b* and *rac3b* were highlighted due to their association with fusion negative RMS progression. The MAPK pathway encompasses different signalling pathways of which RAS-RAF-MAPK/ERK kinase and the extracellular signal-regulated kinase 1 and 2 (ERK1/2) are one of the most dysregulated in human cancer^45^. This pathway regulates multiple critical cellular functions including proliferation, growth and apoptosis^46^. RAS proteins function as binary molecular switches that control intracellular signalling pathways involved in fundamental cellular processes such as cell polarity, proliferation, differentiation, adhesion, migration and apoptosis^47,48^. RAS and RAS related proteins are often dysregulated in cancers by activating mutation of RAS isoforms or its effectors in nearly one third of human cancers^49^.

The p21-activated PAK1 is one of the critical effectors of the small GTPase Rac1 and Cdc42^50^. Previous studies demonstrated that overexpression of *pak1* in cancer cells increases cell migration potential^51^. Comparably, our RNA-seq and qRT-PCR results showed that *pak1* was down-regulated in *pax3a*^*−/−*^*;pax3b*^*−/−*^ double mutants, in particular in the slow progressing tumours, which makes *pak1* a plausible driver of fusion negative RMS progression in our model. It has been shown that inhibition of MAPK signalling pathway reduces the size and tumourigenicity of stem-like cell populations^52^. In the same study, the potential advantage of using MAPK signalling pathway inhibitors to target embryonal RMS was suggested. Similarly, both our transcriptome and qRT-PCR analyses indicated that *pak1, mapk10*, *akt3b* and *rac3b* were significantly reduced in *pax3a*^*−/−*^*;pax3b*^*−/−*^ double mutants and thereby putatively contributing to a delay in zRMS development by inhibition of MAPK signalling activity. 

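In the embryos, *pak1* stood at 30.0 ± 2.36 CPM (SD, n = 3) in wild type and 13.7 ± 2.54 (SD, n = 3) in double mutants. *mapk10* stood at 11.8 ± 1.85 and 5.22 ± 0.438 CPM (SD, n = 3 each), and *akt3b* at 21.1 ± 2.04 and 9.40 ± 0.549 (SD, n = 3 each). *rac3b* stood at 40.9 ± 2.18 and 31.1 ± 1.63 CPM (SD, n = 3 each). The 3 wild type values lay above the 3 double mutant values for each of the 4 genes. The lowest wild type and highest double mutant values were 27.7 and 16.6 CPM for *pak1*, 10.4 and 5.61 for *mapk10*, 19.1 and 9.97 for *akt3b* and 38.4 and 32.0 for *rac3b*. The calls of *pak1*, *mapk10* and *akt3b* held in edgeR without any one library. That of *rac3b* was lost without wild type replicates 1, 2 or 3 or double mutant replicates 1 or 2 (edgeR adjusted p of 0.0232, 0.0188, 0.0105, 0.0102 and 0.0128). The log2 fold change of *rac3b* was −0.37 to −0.44 in those fits and −0.40 with all libraries.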

The expression of *pak1*, *mapk10*, *akt3b* and *rac3b* was also slightly lower in healthy muscle tissue from *pax3a*^*−/−*^*;pax3b*^*−/−*^ double mutants in comparison with wildtype controls, but only *akt3b* was significantly reduced (Fig. 4B). The reduction of *akt3b* was more pronounced when comparing tumour tissue (Fig. 4A). In addition to the role of MAPK signalling in regulating proliferation, Akt3 has previously been linked to regulation of vascularization in tumours, by activating the vascular endothelial growth factor (VEGF)^53^. To examine putative downstream effects of altered MAPK signalling, we analysed four known downstream target genes (*vegfaa*, *itga6b*, *nfatc1* and *lamc2*), that previously have been shown to be down-regulated when MAPK is inhibited^36,54^. As predicted, all these genes were significantly reduced in the zRMS from *pax3a*^*−/−*^*;pax3b*^*−/−*^ double mutants compared to wildtype zRMS (Fig. 4C), in agreement with the reduced expression of the genes higher up in the MAPK signalling hierarchy.

Interestingly, our results showed a significant delay in tumour growth in *pax3a*^*−/−*^*;pax3b*^*−/−*^ mutants at 10 and 15 dpf, suggesting an important role of *pax3* genes in tumour progression. The delay in *pax3a*^*−/−*^*;pax3b*^*−/−*^ mutants was less prominent after 20 dpf, likely due to an increased variability in tumour size in all genotypes over time. Due to a putative genetic redundancy in zebrafish, the delayed tumour progression was not observed in single *pax3a*^*−/−*^ or *pax3b*^*−/−*^ mutants. We did not observe any delay in tumour initiation in any of the mutant genotypes compared with wildtypes, but a significant delay was found in *pax3a*^*−/−*^*;pax3b*^*−/−*^ when compared with *pax3b*^*−/−*^ mutants indicating loss of both *pax3* genes affects zRMS biology and behaviour to a higher extent than single mutations. This was also confirmed by the qRT-PCR analyses (Fig. 4; Supplemental Fig. 3), which argues for a redundance between the *pax3a* and *pax3b* genes. A recent study reported that *six1b* knockout alone, without mutation of *six1a*, inhibits zebrafish RMS growth and progression^55^, which shows that redundancy between paralogues not always is the case in this context. Mutation of *six1b* resulted in a change in Myod cis-element occupancy and thereby altered myogenic progression^55^. Hence, even though Pax3 and Six1 are linked to similar genetic programmes in myogenesis and that mutation of Pax3 and Six1 both lead to inhibition of zRMS in zebrafish, the downstream effects of the mutations appear to differ. However, similar to Six1, Pax3 acts upstream of Myf5 in myogenesis^56^ and Myf5 can impart tumour propagating potential to zRMS cells in the zebrafish model^57^. In addition, Myf5 or Myod knockdown suppress RMS proliferation *in vitro*^57^. The Pax3/Foxo1 gene product has also been shown to dirceclty regulate the *myod* and *myog* gene promoters in fusion positive RMS^13^. The myogenic factors *myod* and *myf5* were however not significantly altered in our transcriptome analysis, possibly due to the analysis being performed on whole embryos rather than muscle tissue, but would unlikely be the only cause of delayed tumour progression in the *pax3a*^*−/−*^*;pax3b*^*−/−*^ mutants. In addition to *myod*, previous studies in myoblast and rhabdomyosarcoma cells have shown that *pax3* also is involved in supressing apoptosis and regulation of tumour suppressor genes^58–60^. 

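Of 5 myogenic factors, 0 passed an adjusted p under 0.01 in edgeR's quasi-likelihood test, over all genes or over the list alone (2 had an unadjusted p under 0.05). *myod1*, which commits cells to muscle, had CPM of 16.3, 18.2 and 21.4 in wild type and of 13.5, 14.1 and 36.8 in double mutants (log2 fold change 0.20, standard error 0.31, adjusted p = 0.626 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The value of 36.8 came from double mutant replicate 3. *myf5*, which acts beside *myod1*, had a log2 fold change of 0.23 (standard error 0.16, adjusted p = 0.278 from the same test) and *myog*, of differentiating muscle, −0.06 (standard error 0.20, adjusted p = 0.829). *six1a* and *six1b*, homeobox genes of muscle and sensory organs, had log2 fold changes of −0.58 and −0.33 (standard errors 0.18 and 0.12, edgeR adjusted p of 0.0199 and 0.0465). *six1a* stood at 5.54, 5.98 and 9.29 CPM in double mutant replicates 1, 2 and 3, with an adjusted p of 1.18e-04 in edgeR without replicate 3 and of 0.00643 in DESeq2, which called 1 of the 5 genes. Some genes of migratory muscle precursors, which leave the somites for fin and head muscles, were lower, but their list did not pass in camera. Of 39 genes of muscle progenitors and precursors, 7 fell, 3 (*pax3a*, *cxcr4a* and *prdm1a*) rose and 29 did not pass (8 and 3 when adjusted over the list alone). Of all 24631 genes tested 3401 fell, so 7 of 39 is near the share over all genes. *lbx1b* and *lbx1a*, homeobox genes of migratory muscle precursors that the dorsal spinal cord also expresses, fell by 2.31 and 1.21. *hgfa*, a ligand that guides these precursors, fell by 1.25. *eya2*, a partner of Six1 and the most abundant of the list, had a log2 fold change of −0.20 (edgeR adjusted p = 0.128). The list's median was −0.11 (standard error 0.12), with camera's adjusted p = 0.386, and 11 of its genes fell without double mutant replicate 3.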

Together with our data, this indicates that there are parallel pathways involved in RMS progression among the downstream targets of *pax3*, which include MAPK signalling*.*

In conclusion, Pax3a and Pax3b redundantly regulate genes linked to RAS/MAPK signalling both in the context of development and in zRMS progression. This provides new insights into investigating a molecular mechanism of fusion negative RMS progression and a new role for Pax3 in this context.

## Supplementary Information

Supplementary Information.

Supplementary Table 2.

## Data Availability

All generated datasets for RNA-seq are available on the Gene Expression Omnibus repository under the accession number GSE208266.

# Supplementary material for: Pax3 loss of function delays tumour progression in kRAS-induced zebrafish rhabdomyosarcoma models
**Source:** Sci Rep. 2022 Oct 13;12:17149. doi: 10.1038/s41598-022-21525-5
**Supplement:** Supplementary file 1 — Supplementary Information.

SUPPLEMENT DATA

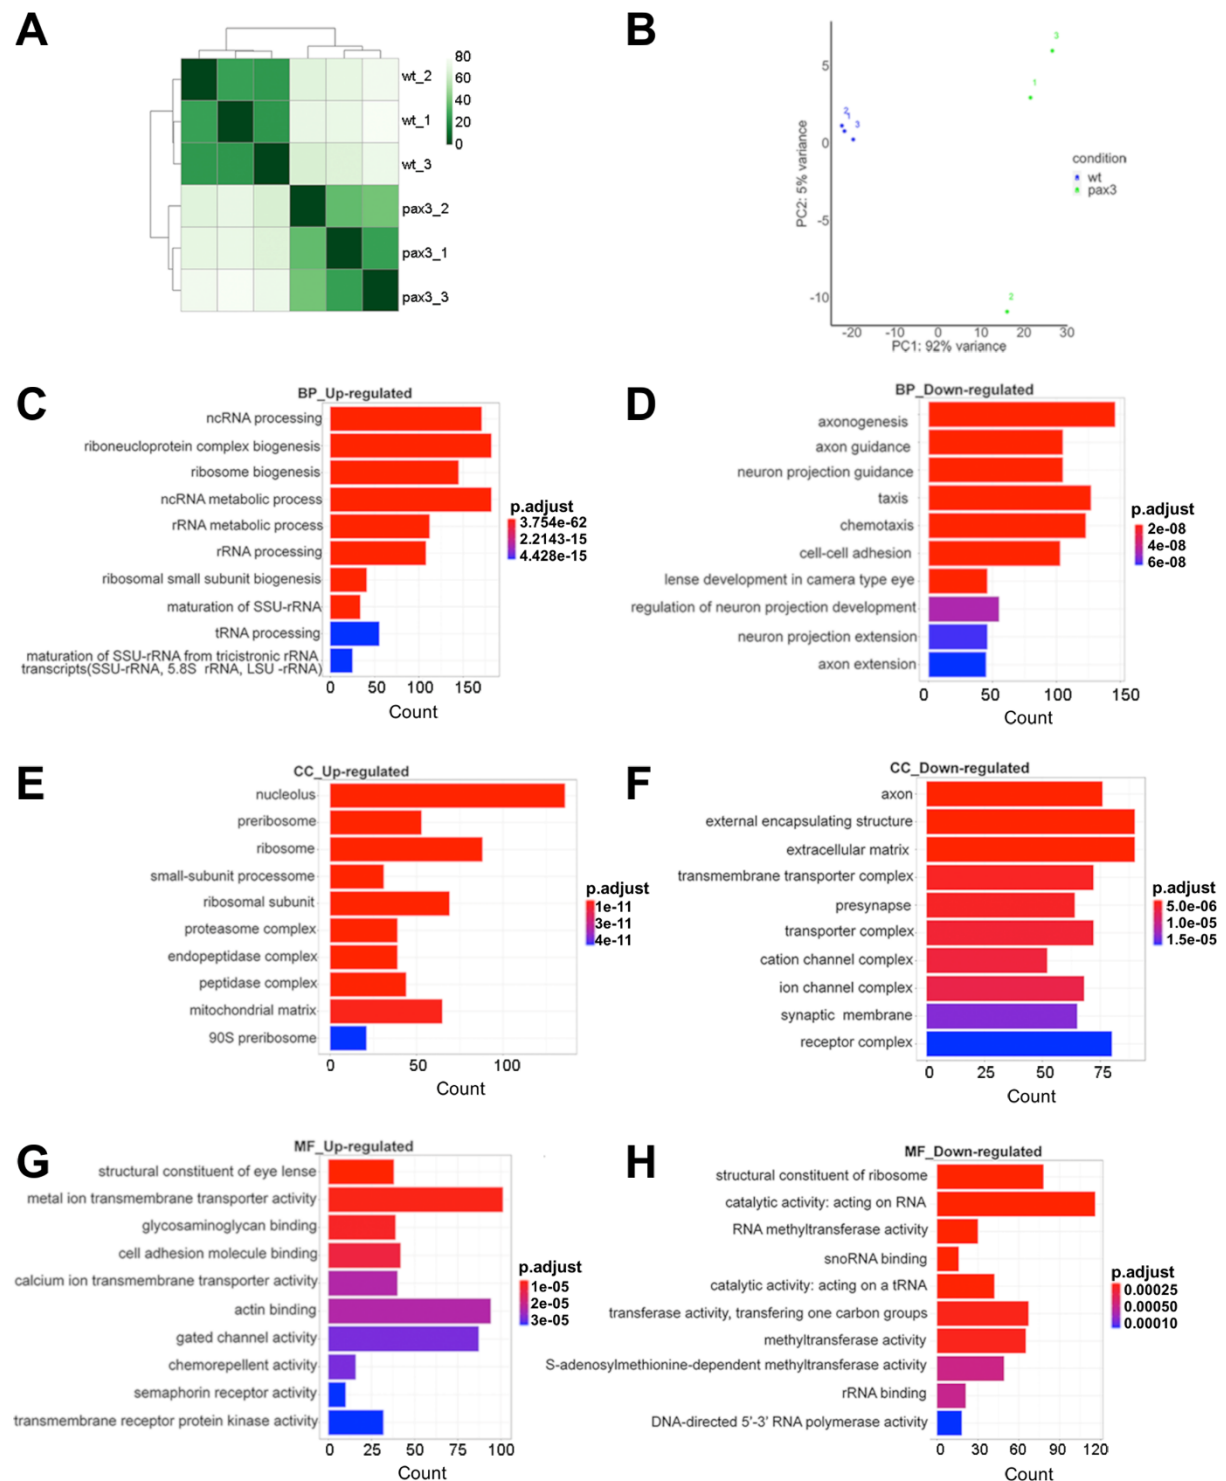

Supplemental Figure 1: Clustering and GO enrichment analysis of DEGs: (A & B) Heatmap and PCA analysis of RNA seq data of *pax3a*^{-/-}; *pax3b*^{-/-} mutants and wild type. (C-H) Top 10 GO enrichment analysis of DEGs (up- and down-regulated genes) in zebrafish embryos based on (C & D) biological

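In a heatmap of this kind each cell gives the distance between a pair of libraries over the expression of all genes, and libraries are ordered so that close ones are neighbours. A principal component analysis places each library by the combinations of genes that vary most. The GO panels count how many differentially expressed genes belong to each term. A term that is enriched among up- or down-regulated genes holds more of them than its size would give by chance, and says nothing about how much each gene changed. Because an embryo is a mixture of tissues, a term named for neurons or muscle counts genes that are used in those cells.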

process (BP), (E & F) cellular component (CC) and (G & H) molecular function (MF). Adjusted p-value was represented by colour scale, and the statistically significance level decreased from red (highly significant) to blue (relatively lower significant).

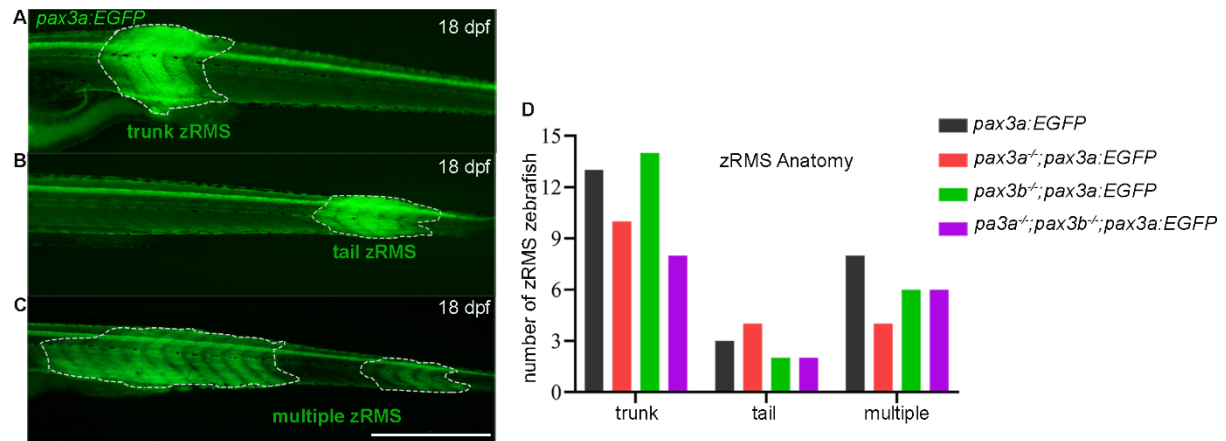

Supplemental Figure 2: Anatomy of zRMS in zebrafish: Anatomical representation of zRMS generated in wild type (*pax3a:EGFP*) zebrafish transgenic line indicating different zRMS tumour locations. zRMS in the (A) trunk area, (B) tail area or (C) multiple areas of wild type fish imaged at 18 dpf. (D) Number of zRMS based on spatial location across genotypes. Tumour areas are indicated with dashed lines. Scale bar: 1mm.

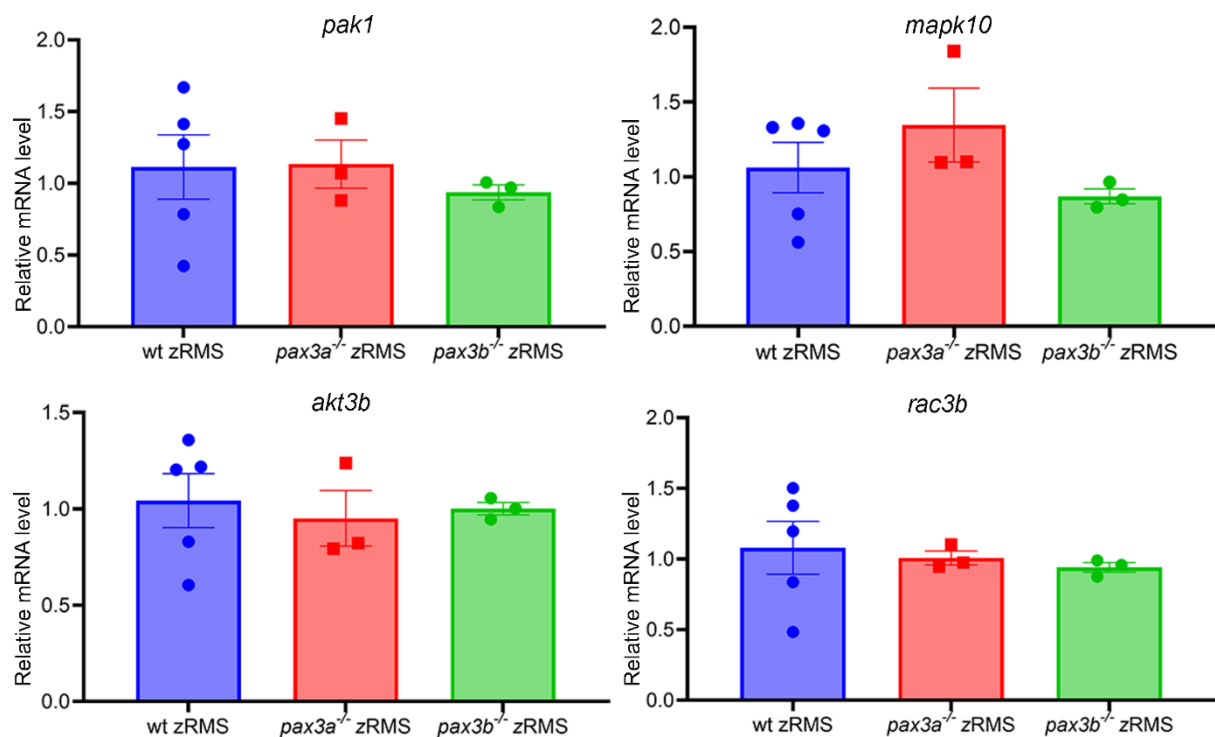

Supplemental Figure 3: qRT-PCR of *pax3a*^{-/-} and *pax3b*^{-/-} zRMS in comparison with wild type zRMS : Relative mRNA expression of *pak1*, *mapk10*, *akt3b* and *rac3b* in *pax3a*^{-/-} zRMS and *pax3b*^{-/-} zRMS compared with wild type zRMS from the same age group (n=5 wt zRMS, n= 3 *pax3a*^{-/-} zRMS, n= 3 *pax3b*^{-/-} zRMS) in all samples. Error bars indicate mean±SEM and significance was calculated using student t-test where p<0.05 was considered significant, *p<0.05.

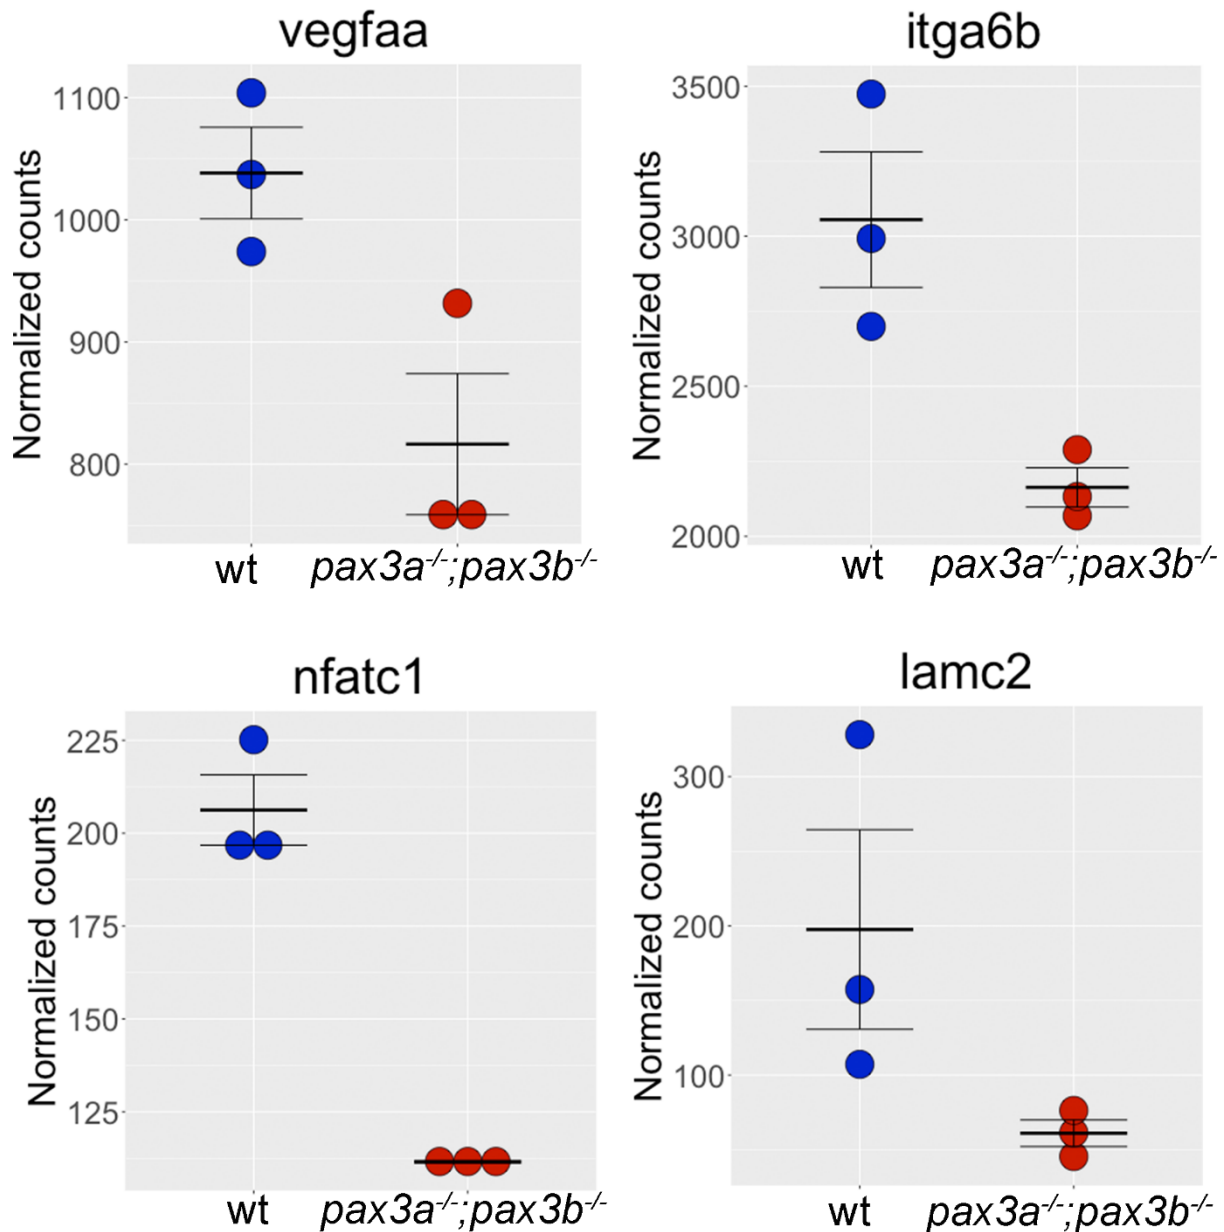

Supplemental Figure 4: Expression of RAS/MAPK signalling pathway downstream target genes in wildtype (wt) and *pax3a*^{-/-};*pax3b*^{-/-} mutant zebrafish embryos: Plots of down-regulated genes; *vegfaa*, *itga6b*, *nfatc1* and *lamc2*. The normalized counts of each gene in wild type and *pax3a*^{-/-};*pax3b*^{-/-} mutant is displayed (p<0.05).

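In wild type replicates 1, 2 and 3, *vegfaa* had 25.8, 29.3 and 27.5 CPM and in the double mutant replicates 20.4, 20.2 and 24.6. *itga6b* had 71.4, 92.2 and 79.3 CPM in wild type and 55.0, 57.3 and 60.5 in double mutants, and *nfatc1* 5.96, 5.22 and 5.08 against 3.01, 2.93 and 2.94. *lamc2* had 2.84, 8.71 and 4.17 CPM in wild type, a wider spread relative to the mean than that of the other 3 genes, and 1.64, 1.22 and 2.02 in double mutants. For each of the 4 genes every wild type library lay above every double mutant library. CPM values, normalized by TMM, take the place here of the DESeq2-normalized counts that the plots display.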

Supplemental Table 1: list of primer sequences for qRT-PCR

Gene	Primes	Accession number
<i>pak1</i>	F: 5'-CATCGAGATGATCGAGGGC-3'<br>R: 5'-GAAAATCCCGAAATACAGCAG-3'	XM_021467598.1
<i>mapk10</i>	F: 5'-TCCCTCAGGTACTCTCTGTGC-3'<br>R: 5'-GTCGGTGGACATGGAGGAGA-3'	XM_009295167.3
<i>akt3b</i>	F: 5'-TTCTCTGTCGCCAAGTGTGAGCT-3'<br>R: 5'-ACCCACTCGTCCCTCTCCTCT-3'	XM_001923419.7
<i>rac3b</i>	F: 5'-ATTTACGCCGGTGAAGCGAA-3'<br>R: 5'-GGACGGAGGCGGTCATAATC-3'	NM_001320406.1
<i>vegfaa</i>	F: 5'- TGTAATGATGAGGCGCTCGAA -3'<br>R: 5'- AGGCTCACAGTGGTTTTCTT -3'	XM_009292018.3
<i>Itga6b</i>	F: 5'- ACATTCAACACCCACCAGAA -3'<br>R: 5'- TACTCGCTGGCATGACTGAC -3'	NM_001013448.1
<i>nfatc1</i>	F: 5'- TGC GTTTTGAAAAGTGCGT -3'<br>R: 5'- ATTGTGGTACTGCGAGGGTG -3'	NM_001045159.1
<i>lamc2</i>	F: 5'- AAGAAAGCCAGGAACGCAGT -3'<br>R: 5'- CACACGTCTGCGGCTTTTAG -3'	XM_003197884.5
<i>B-actin</i>	F: 5'- GCCTTCCTTCCTGGGTATGG -3'<br>R: 5'- CCAAGATGGAGCCACCGAT -3'	NM_001101

Supplemental Table 2: Differentially expressed genes between wild type and *pax3* mutants, KEGG and GO term enrichment of up-and down-regulated genes, and Disease ontology (DO) of down-regulated genes (See supplementary excel file "Supplemental_table_2")

How the deposited data were processed for this re-analysis (not part of the article)

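Whole embryos of wild type and *pax3a*; *pax3b* double mutant zebrafish were compared at 42 hpf in 6 poly-A RNA-seq libraries, 3 of each genotype, each from a pool of 9 to 10 embryos. All 6 libraries of the series were used, under the genotype and replicate number of their labels. Whether pools of the same number share a clutch, and which parents or fish line each genotype came from, is not stated in the sources used here. The values used are the deposited counts per gene. As the authors state in their methods and labels, these counts were made with STAR from paired reads of 150 bp on GRCz11, with reads that map to 1 place only. The versions of STAR and of the gene annotation are not given in the sources used here. The counts are raw, with no normalization or pooling of libraries.

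Read pairs per library were 49388118 to 69452157. Reads counted on the strand opposite to the first mate made up 61.8 to 67.8% of them. STAR's totals of unmapped (9.21 to 14.2%), multimapping (11.4 to 12.5%), unannotated (10.5 to 12.1%) and ambiguous (0.781 to 0.895%) reads were left out of library sizes and tests. The column of this strand held 40.5 times the total of the other, where 4 times was required to take it as the main column. Assigned reads per library were 31700892 to 43988275. At this depth the 3 libraries of each genotype, not the reads, limit the precision of all but weakly read genes, and standard errors are given for that reason. Gene names came from a table of gene identifiers, and 29201 of 32520 identifiers, with 99.3% of assigned reads, had a name. Symbols in capitals are the names of that table. Places on chromosomes came from RefSeq genes on GRCz12tu by name and covered 66.7% of tested genes.

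The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) of genotype alone, with TMM normalization, on genes with a total of at least 10 counts over the 6 libraries, which is how the paper's minimum of 10 reads was understood. Genes with an adjusted p (Benjamini-Hochberg) under 0.01 over all genes tested are said to rise or fall. Values of CPM use a prior count of 2 where a logarithm is taken. Distances and principal components were computed on the rlog values of DESeq2 1.42.0, the components on the 500 most variable genes. Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and plots. For a gene with 0 counts in one genotype, only a bound against a floor of 3 counts over the group is given. Tested on simulated data with the dispersions of these libraries, edgeR recovered 23.9% of genes changed 1.5-fold, 86.6% of those changed 2-fold and 98.5% of those changed 4-fold, with 8 false calls among 24360 genes. DESeq2 recovered 46.3, 89.6 and 98.5%, with 14 false calls. Only 67, 67 and 66 genes were changed 1.5-, 2- and 4-fold in the simulation, far fewer than the 6747 that passed in these data. The adjustment of p depends on the share of changed genes, so these percentages are not the sensitivity of this comparison. Of 200 simulated lists without a change, 4 had p under 0.05 in limma's camera and 13 in limma's fry. Simulated genes were drawn independently of one another, so these lists do not show how camera fares where genes are correlated.

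Gene lists were written with the paper and the readable part of Supplemental Table 2 already known, so values in that table count as seen. In all, 2682 gene names were written, of which 152 matched no gene. A name without an exact match was tried as the human name in capitals and then without its paralog suffix. Every zebrafish gene that carried the matched name was taken in. Lists can thus hold genes beyond those written, such as 64 fast muscle genes tested from 63 names, of which 3 matched no gene. Lists were tested with camera on log2 CPM with a preset correlation between genes of 0.01, and called at an adjusted p under 0.05 over 64 lists, a threshold set once the counts could be read but ahead of any list result. Because a preset correlation may be too small, camera was repeated with a correlation estimated from the 6 libraries. The estimate ran from −0.034 (glia and myelin) to 0.683 (lens). It was 0.444 for ribosome biogenesis, 0.521 for the proteasome and 0.652 for fast muscle. For such lists the preset lay far below the estimate, and camera's p with the preset may be far too small. fry was run on the same fit, and members were also counted with p adjusted over the list alone. Standard errors of medians come from 2000 bootstrap draws of genes, which are not independent replicates. The 36 lists that the text describes were picked after the results were seen, and of the 28 others camera called 4 higher and 9 lower.

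Genes named are *pax3a* and *pax3b*, the genes that the paper names from its RNA-seq, and the 10 largest increases and 10 largest decreases with a mean of at least 5 CPM and no overlap between genotypes. From each described list, they are up to 4 members that passed with the largest fold changes and a mean of at least 1 CPM, and the most abundant member, whether it passed or not. Where at most 5 members of a list rose or fell, these are named too, a choice made after the values were seen. So were the pairing of *raf1a* and *vegfaa* with the names the paper uses, and the description of genes read in 1 genotype only.

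Alternatives were DESeq2, RLE and upper quartile normalization, other filters on low counts, the unstranded column, each library left out in turn, replicate number as a block, an adjusted p under 0.05, a TREAT test against a log2 fold change of 0.5 and libraries thinned to the lowest total. For distances and components these were log2 CPM in place of rlog and all genes in place of 500. DESeq2 on the unstranded column at the 0.1 level of its independent filtering was added after the data were seen. Its level was picked after the counts of genes at other combinations of level and column had been seen beside the paper's count. Offsets for GC content and gene length need a genome sequence, which was not used here, and were not run. The enrichment analysis of the paper, its tumours and its qRT-PCR were not analysed here.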

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

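The rule for genes read in 1 genotype only and the comparison of fish lines were chosen after the result was seen.

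Some genes, those of MHC class I molecules and sulfotransferases among them, were read in 1 genotype only. In 18 genes at least 100 counts over the 3 libraries of 1 genotype stood against 0 in the other, and the values that follow are mean counts per library. Read in wild type only were *si:rp71-36a1.5* (148), the MHC class I gene *mhc1uba* (139), the ribonuclease gene *rnasel2* (111), *si:ch1073-181h11.2* (59.3), the sulfotransferase genes *sult3st4* (50) and *sult3st2* (34), the sodium-coupled transporter gene *slc5a11* (48.3) and *si:dkey-19a16.13* (34.7). So were 3 genes without a name, ENSDARG00000101930 (211), ENSDARG00000071629 (173) and ENSDARG00000104640 (87). Read in double mutants only were the tripartite motif gene *btr07* (98.7), the dynein assembly gene *dnaaf3* (40.3), the MHC class I gene *mhc1uma* (35.7) and the kinase gene *pimr107* (33.7). The others were ENSDARG00000115161 (823), ENSDARG00000104302 (48) and ENSDARG00000094658 (33.7). For *mhc1uba*, 0 counts mean a level at least 135-fold lower against the floor of 3 counts. MHC class I, *btr*, *sult3st* and *pimr* genes belong to multigene families whose members may share reads, and their values are uncertain for that reason.

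Such complete differences, like the largest fold changes, could come from the loss of Pax3 or from the fish themselves. MHC class I genes differ between zebrafish haplotypes in the literature, and genotypes kept as different fish lines could each carry genes that the other lacks. The 18 genes prompted that explanation and add no support to it. Genotype and any difference of line change together in these 6 libraries, so the data cannot tell them apart. A haplotype carried along from the founder of each mutation would place large changes near *pax3a* or *pax3b*, but only 55.2% of the 958 genes that passed with an absolute log2 fold change above 2 had a place, under the 80% required, so that test is void and cannot tell.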

How the results depend on the processing

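The setting that joins DESeq2 with the unstranded column was added after the result was seen. Of 212 genes named by the rules above, 179 passed in edgeR and 0 reversed in any setting. Leaving out a library cost 39 of them their call, and another setting cost 15 their call and gave 8 others one. TREAT cost 61 their call, and the 0.05 threshold gave 11 others one. The counts of changed genes were 10369 (5228 up, 5141 down) at 0.05, 2383 (942 and 1441) with TREAT, 4196 to 7649 (1953 to 3793 and 2243 to 3856) without 1 library, lowest without wild type replicate 1, and 6410 (3100 and 3310) with replicate number as a block. The number joins pools only by their labels. Deviations of libraries with the same number correlated at −0.0236, −0.0585 and 0.0149, which does not show pairing, and 7 named genes lost their call with the block. RLE gave 6716 genes, upper quartile 6647, no filter 7304, filterByExpr 6690, a mean of 10 counts 6621 and the unstranded column 6737. Camera's adjusted p for ERK targets was 0.0264 to 0.936 without 1 library, called only without double mutant replicate 3, and fry's for JNK and p38 modules was 0.0395. For PI3 kinase and AKT signalling it was 0.0252 to 0.0923 without 1 library, 0.0878 on DESeq2's normalization, 0.0576 with the block and 0.0888 in the added setting. For neural progenitors it was 0.00678 to 0.0519, and for S phase 0.00940 to 0.275 and 0.0623 with fry. For stress axis and steroid synthesis it was 0.0543 with DESeq2, 0.0501 in the added setting and 0.156 over members with a mean of at least 1 CPM, and for photoreceptors 0.0692 over such members. Every called list lost its call with an estimated correlation, at adjusted p of 0.321 (pan-neuronal genes, synapse, glucocorticoid, clock), 0.372 (endothelium), 0.481 (mitochondrial ribosome, photoreceptor, hypoxia), 0.496 (ribosome biogenesis, RNA polymerases, axon guidance), 0.550 (ribosomal proteins, proteasome), 0.553 (cardiac, lens, steroid), 0.570 (PI3 kinase, endoplasmic reticulum, spliceosome, neural progenitors, fast muscle, xanthophore), 0.578 (G2 and M) and 0.693 (S phase). The first component held 79.8% of variance over all genes and 91.1 to 97.1% without 1 library, and the ratio of distances was 1.69 to 2.51 without 1 library, 1.52 with log2 CPM and 1.68 in the unstranded column. GC and length offsets, alone or with the block, and other windows and folds of chromosome position were not run. The cause of these changes was not tested.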

Differences from the paper's values

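The setting that joins DESeq2 with the unstranded column was chosen after the result was seen.

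The paper counts 7288 differentially expressed genes, 3578 up and 3710 down, where edgeR on the stranded column gave 6747, 3346 and 3401 and DESeq2 on that column gave 7352, 3587 and 3765. DESeq2 on the unstranded column, with independent filtering at 0.1, gave the paper's 3 counts. It called all 3998 readable genes of Supplemental Table 2 in the same direction, with log2 fold changes that differ by at most 6.1e-08. On the stranded column DESeq2 called 3937 of the 3995 tested and edgeR 3589. Reads counted without regard to strand include reads of genes on the other strand.

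Of 134 genes named here with a value in that table, 3 differ by more than the standard error of the value here. *fkbp5* is at −5.17 in the paper and −5.4 in edgeR. It no longer differed in the unstranded column, without wild type replicate 2, without double mutant replicate 1 or in the setting chosen afterwards, and it differed in every other one. *unm_sa911* is at 3.76 in the paper and 4.23 in edgeR, and at 3.77 in the unstranded column. *cdc42l2* is at −2.18 in the paper and −0.33 in edgeR, and at −2.16 in the unstranded column. These 2 differed in every setting but the unstranded column with edgeR or DESeq2. On the strand opposite to *cdc42l2* 331 counts were read in wild type and 14 in double mutants, so its fall in the paper rests on reads of the other strand. Between the 2 columns 3 genes passed in opposite directions in edgeR, *tapbpl* (0.92 stranded and −0.79 unstranded), *si:ch211-160d20.6* (2.9 and −0.66) and *CRACD* (−0.8 and 0.48).

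Some genes that the paper counts as changed did not pass in edgeR at 0.01. They passed in other settings, with these adjusted p values. *rps6ka1* passed in DESeq2 (0.00612), with RLE (0.00909) or upper quartile normalization (0.0072), with the filters filterByExpr (0.00919) and a mean of 10 counts (0.00908), and in thinned libraries (0.0085). *rgl1* passed in DESeq2 (0.00322), with upper quartile normalization (0.00853), without a filter (0.00577) and with the replicate block (0.00954). *gsk3ba* passed in DESeq2 (0.00342), with upper quartile normalization (0.00497), without a filter (0.00742), with filterByExpr (0.00872), with a mean of 10 counts (0.00875) and without double mutant replicate 3 (0.00148). *mapk12b* passed in DESeq2 (0.0083), without a filter (0.00862), in the unstranded column (0.00319), without double mutant replicate 2 (0.00592) and in thinned libraries (0.00977). *stat1a* passed only in the DESeq2 setting chosen afterwards (0.00932) and at the 0.05 threshold. *vegfaa*, for which the paper gives p under 0.05, passed that threshold.

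In Supplemental Fig. 1 the labels of panels G and H, of molecular functions, stand opposite to the directions of their genes in the table, and Supplemental Table 2 lists values above 1 as p values of enrichment. The library that stands apart within its genotype is numbered 2 in Supplemental Fig. 1 and 3 in the labels of the counts.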

Other observations

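The test with plain library totals and the choice of patterns to weigh were made after the results were seen.

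Many genes that respond to glucocorticoids, to hypoxia and to the clock were lower in double mutants, a side of the data that the paper does not discuss. Of 30 glucocorticoid-induced genes, 22 fell, 0 rose and 8 did not pass in edgeR (23 and 0 when adjusted over the list alone). The transcription factor gene *klf9* fell by 3.68 and the kinase gene *pdk2b* by 3.56. *per1a*, which belongs to the clock as well, fell by 2.75. Their median log2 fold change was −1.04 (standard error 0.14), with camera's adjusted p = 4.46e-10, and adjusted p = 0.321 with an estimated correlation. By library it was −0.95, −1.06 and −0.88 in double mutant replicates 1, 2 and 3. Of 18 genes of the stress axis and steroid synthesis, 3 (*crhbp*, *star* and *cyp11c1*) fell, 0 rose and 15 did not pass (3 and 0 when adjusted over the list alone). In edgeR, 1 fell without wild type replicate 1, wild type replicate 2 or double mutant replicate 1, and 6 fell without double mutant replicate 3. *star*, which brings cholesterol to steroid synthesis, fell by 1.82. The stress axis list had a median of −0.98 (standard error 0.17), with camera's adjusted p = 0.0142 (0.0543 on DESeq2's normalization), and adjusted p = 0.553 with an estimated correlation. The call of *crhbp* was lost without wild type replicates 1, 2 or 3 or double mutant replicates 1 or 2 (edgeR adjusted p of 0.0121, 0.0274, 0.0284, 0.0262 and 0.0201). Of 35 targets of hypoxia-inducible factor, 17 fell, 2 (*igfbp1b* and *ndrg1a*) rose and 16 did not pass (20 and 2 when adjusted over the list alone). The prolyl hydroxylase gene *egln3* fell from 52.5 ± 16.9 CPM (SD, n = 3) to 1.96 ± 0.524 (SD, n = 3), and *egln2* fell by 3.74. This list's median was −0.61 (standard error 0.18), with camera's adjusted p = 1.81e-05, and adjusted p = 0.481 with an estimated correlation. Of 33 clock genes, 18 fell, 1 (*tefa*) rose and 14 did not pass (20 and 1 when adjusted over the list alone). The repressor genes *nr1d2a* and *nr1d1* fell by 2.02 and 1.97, and *tefa* rose by 1.49. The clock list had camera's adjusted p = 1.05e-06, and adjusted p = 0.321 with an estimated correlation. The hour at which embryos were taken is not stated in the sources used here.

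In the eye, lens genes were lower almost throughout, while photoreceptor genes changed in both directions. Of 58 lens genes, 47 fell, 0 rose and 11 did not pass (51 and 0 when adjusted over the list alone). *cryaa* fell by 4.43, *lim2.5* by 4.37 and *crybb1l1* by 2.05. Crystallin genes have close paralogs that may share reads. Lens genes had a median of −2.24 (standard error 0.21), with camera's adjusted p = 6.99e-13, and adjusted p = 0.553 with an estimated correlation. By library it was −3.38, −2.14 and −1.76 in double mutant replicates 1, 2 and 3, least in the library that stands apart. Of 57 genes of photoreceptors and pineal, 14 fell, 5 (*opn1sw2*, *pde6b*, *pde6ha*, *grk7a* and *prdm1a*) rose and 38 did not pass (16 and 5 when adjusted over the list alone). Without wild type replicate 1, 9 fell and 3 rose, and 3 rose without wild type replicate 3 or double mutant replicate 2. The transcription factor genes *crx* and *nr2e3* had log2 fold changes of −4.3 and −3.39, and the cone opsin kinase gene *grk7a* rose by 2.82. The photoreceptor list had camera's adjusted p = 0.0151 (0.0692 over members with a mean of at least 1 CPM), and adjusted p = 0.481 with an estimated correlation.

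Among pigment cells of the neural crest, genes of the yellow xanthophores changed mostly downward, and few genes of the black melanophores changed. Of 28 genes of xanthophores and pteridine synthesis, 14 fell, 4 (*spra*, *GART*, *akr1b1.2* and *pcbd1*) rose and 10 did not pass (14 and 4 when adjusted over the list alone). Only 2 rose without wild type replicate 1, wild type replicate 3 or double mutant replicate 1. *xdh* fell by 2.4, the transporter gene *slc2a15a* by 2.3 and *aox5* by 1.83. Xanthophore genes had a median of −0.68 (standard error 0.50), with camera's adjusted p = 0.0142, and adjusted p = 0.570 with an estimated correlation. Of 25 melanophore genes, 1 (*mitfa*) rose, 1 (*mlphb*) fell and 23 did not pass (0 and 1 when adjusted over the list alone), with camera's adjusted p = 0.649. The call of *mitfa* was lost without wild type replicates 1 or 3 or double mutant replicates 1, 2 or 3 (edgeR adjusted p of 0.0412, 0.0321, 0.0235, 0.0143 and 0.0115). Of 27 genes of iridophores and purine synthesis, 5 rose (*mpv17*, *GART*, *prps1b*, *adsl* and *ppat*), 6 fell and 16 did not pass (5 and 6 when adjusted over the list alone). Of 35 neural crest specifiers, 9 fell, 6 rose and 20 did not pass (9 and 6 when adjusted over the list alone). *tfap2b* fell by 1.23, and the endothelin receptor genes *EDNRB* and *ednrab* fell by 1.07 and rose by 1.04. Adjusted p in camera was 0.774 for both of these lists.

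Some genes of cell division rose, and liver genes changed in both directions. Of 50 genes of DNA replication and S phase, 13 rose, 2 (*RRM2* and *cdc6*) fell and 35 did not pass (13 and 2 when adjusted over the list alone), and 6 rose without wild type replicate 1. *rrm2*, a close paralog of *RRM2*, rose by 2.89, and both are uncertain because paralogs may share reads. *pold3* rose by 1 and *prim1* by 0.71. Taken as a list, they had camera's adjusted p of 0.0250, or 0.0541 without wild type replicate 1 and 0.275 without double mutant replicate 3, and adjusted p = 0.693 with an estimated correlation. Of 43 genes of the G2 and M phases, 10 rose, 1 (*stmn1b*) fell and 32 did not pass (10 and 1 when adjusted over the list alone). In edgeR, 1, 6 and 6 rose without wild type replicates 1, 2 and 3. With camera these genes had adjusted p = 0.00122, and adjusted p = 0.578 with an estimated correlation. Of 49 liver genes, 13 rose, 10 fell and 26 did not pass (14 and 10 when adjusted over the list alone), and *c3a.3* fell by 1.77. Of 16 genes of the exocrine pancreas, 2 (*cela1.6* and *cel.2*) rose, 2 (*cpa5* and *ptf1a*) fell and 12 did not pass (2 and 2 when adjusted over the list alone). The call of *cpa5* was lost without wild type replicates 2 or 3 or double mutant replicate 1 (edgeR adjusted p of 0.0472, 0.0279 and 0.0305). For both organs camera's adjusted p was 0.804. Of 23 genes of the immunoproteasome and MHC class I, 3 (*mhc1uma*, *mhc1zba* and *mhc1zea*) rose, 2 (*psme1* and *mhc1uba*) fell and 18 did not pass (3 and 2 when adjusted over the list alone), with camera's adjusted p = 0.415. The call of *mhc1zba* was lost without wild type replicates 1 or 3 or double mutant replicates 1 or 2 (edgeR adjusted p of 0.0218, 0.0189, 0.0130 and 0.0164). That of *psme1* was lost without wild type replicates 1, 2 or 3 or double mutant replicates 1 or 2 (edgeR adjusted p of 0.0228, 0.0187, 0.0188, 0.0236 and 0.0192).

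That so many genes changed in each direction could come from the loss of Pax3 in many tissues or from the libraries. The 6 libraries can be split 3 against 3 in 10 ways, too few for a share under 0.05. The real split had the largest count, with 6747 genes against at most 0 in the others in edgeR. At edgeR's unadjusted p under 0.05 the others had at most 529, and DESeq2 called at most 1 in them. Every other split puts libraries of both genotypes in each group, so the difference between genotypes adds to the spread within groups. Counts near 0 follow from this mixing, and they do not show what chance alone would give. If a difference in depth made these calls, the count would fall once depths are equal, and 6561 genes were called after thinning to the lowest total. The test already scales each library by its total, and the depths of the genotypes overlapped. A large fall was thus unlikely whatever the cause. The count shows only that the number of genes called depended little on depth. If a few abundant genes set the scale, the median log2 fold change would shift by over 0.1 without the 50 most abundant. It shifted by −0.063 with plain library totals, where 6605 genes were still called. Under TMM, which centres the median, the shift was 0.00164, with 6731 genes called. The main test does not use plain totals, and an error of scale would move all genes the same way, so these shifts decide nothing about changes in both directions. The counts show only that the number of genes called depended little on the 50 most abundant. Differences in GC content or length between libraries were not tested.

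Late-differentiating tissues lower and growth genes higher could also mean that double mutant embryos were at an earlier stage at the same age. This predicts medians below 0, by more than their standard error, for lens, photoreceptors, liver, exocrine pancreas and fast muscle, and above 0 for S phase, the G2 and M phases and ribosome biogenesis. Lens (−2.24, standard error 0.21), fast muscle (−1.16, standard error 0.11), photoreceptors (−0.43, standard error 0.17, not called by camera over members with a mean of at least 1 CPM), ribosome biogenesis (0.62, standard error 0.03), S phase (0.14, standard error 0.04, but 0.06, 0.11 and 0.27 in double mutant replicates 1, 2 and 3 and not called without replicate 3) and the G2 and M phases (0.23, standard error 0.04, with 0.19, 0.16 and 0.36 by replicate) went that way. Liver (0.04, standard error 0.12) and exocrine pancreas (−0.04, standard error 0.40) did not depart from 0 by more than their standard errors. An earlier stage and an effect of Pax3 in particular tissues cannot be told apart by these lists, and counts of somites were not used here.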
